# Early Postnatal Cardiac Stress Does Not Influence Ventricular Cardiomyocyte Cell-Cycle Withdrawal

**DOI:** 10.3390/jcdd8040038

**Published:** 2021-04-07

**Authors:** Marie Günthel, Karel van Duijvenboden, Jorn Jeremiasse, Maurice J. B. van den Hoff, Vincent M. Christoffels

**Keywords:** neonatal heart, volume overload, congenital heart defect, cardiomyocyte cell-cycle

## Abstract

Congenital heart disease (CHD) is the most common birth defect. After birth, patients with CHD may suffer from cardiac stress resulting from abnormal loading conditions. However, it is not known how this cardiac burden influences postnatal development and adaptation of the ventricles. To study the transcriptional and cell-cycle response of neonatal cardiomyocytes to cardiac stress, we used a genetic mouse model that develops left ventricular volume overload within 2 weeks after birth. The increased volume load caused upregulation of the cardiac stress marker *Nppa* in the left ventricle and interventricular septum as early as 12 days after birth. Transcriptome analysis revealed that cardiac stress induced the expression of cell-cycle genes. This did not influence postnatal cell-cycle withdrawal of cardiomyocytes and other cell types in the ventricles as measured by Ki-67 immunostaining.

## 1. Introduction

Congenital heart disease (CHD) is the most common birth defect, with an incidence of 0.8% of all live births [1]. Right after birth, patients with CHD often suffer from cardiac loading abnormalities such as volume or pressure overload [2]. Whereas small muscular ventricular septal defects may close spontaneously, complex CHDs will require surgical correction [2]. Although nowadays childhood survival is excellent and 90% of children born with CHD reach adulthood, pediatric patients are still at risk of developing heart failure during their first year of life [3,4]. In addition, the majority of adult patients develop cardiac complications such as arrhythmias and heart failure, leading to increased re-hospitalization and the need for re-interventions [5]. Little is known about how cardiomyocytes adapt to cardiac loading abnormalities in CHD patients during early postnatal development of the heart or how this influences the development of cardiac complications such as heart failure.

The transition from fetal to postnatal heart is marked by an increase in oxygen and changed hemodynamics. Cardiomyocytes adapt to these changes by switching from glycolytic to fatty acid metabolism [6]. This metabolic transition is accompanied by a change in cardiomyocyte cell-cycle activity. Before birth, the heart grows by proliferation of small cardiomyocytes. After birth, the proliferation rate drops and the heart grows by hypertrophy of the existing cardiomyocytes [7]. In mice, cardiomyocyte proliferation is completed 7 days after birth [8]. After that, cardiomyocytes will undergo incomplete cell-cycles, leading to polyploidization and multinucleation. Most postnatal DNA synthesis is finished at 14 days after birth [8]. In humans, the final number of cardiomyocytes is reached already 1 month after birth, and afterwards, cardiomyocyte cell-cycle activity mainly accounts for polyploidization [9]. The postnatal metabolic switch and cell-cycle withdrawal of cardiomyocytes are suggested to be highly susceptible to perturbations [10,11]. Therefore, we reasoned that early postnatal cardiac stress could alter cardiomyocyte proliferation and metabolic maturation.

Thus far, there is a lack of animal models investigating adaptation of cardiomyocytes to neonatal cardiac stress due to ventricular volume overload. In this study, we used a mouse model that develops severe cardiac abnormalities early after birth [12]. In *Fstl1^KO/fl^*; *Tie2-Cre* mice, Fstl1 was ablated from the endocardial/endothelial cell-lineage under the control of *Tie2-Cre* [12]. After birth, *Fstl1^KO/fl^; Tie2-Cre* (cKO) mice develop progressive malformation of the mitral valves but do not show echocardiographic abnormalities at postnatal day (P) 7. From P10 onwards, the first cKO pups show valvular insufficiency, causing mitral regurgitation and volume overload of the left ventricle. Malformation of the mitral valves develops progressively, and the left ventricle of cKO mice increases in mass and internal diameter. The first cKO mice start dying at P14. At P21, more than 70% of the mice die from heart failure with preserved ejection fraction [12]. 

We performed RNA-sequencing of PCM-1+ cardiomyocyte nuclei of P12 cKO and healthy control mice to investigate the molecular mechanisms that influence cardiomyocyte development during early ventricular volume overload. Heart-to-body-weight ratios (HW/BW) and expression of the atrial natriuretic peptide (*Nppa*) were used as markers to score for cardiac disease state in these mice. Transcriptional profiles of cardiomyocytes from cKO without cardiac stress and control mice showed almost no differences. cKO mice with induced *Nppa* expression and a significantly higher HW/BW expressed genes involved in cell-cycle regulation. However, PCM-1/Ki-67 double staining showed that the increased expression of cell-cycle genes did not translate into cell-cycle activity of cardiomyocytes and non-cardiomyocytes in cKO mice at P12 and P19. 

## 2. Materials and Methods

### 2.1. Ethical Statement

All animal experiments were performed according to the directive 2010/63/EU of the European Parliament. The protocol was approved by the Animal Experimental Committee of the Amsterdam University Medical Center and was carried out according the guidelines of the Dutch government. The experiments were performed under DAE285. 

### 2.2. Animals and Tissues

The *Fstl1^KO/fl^*; *Tie2-Cre* mice were generated as previously described [12]. Both male and female *Fstl1^KO/fl^*; *Tie2-Cre* mice were used for this study. The control mice used for assessment of cell-cycle activity had the following genotype: *Fstl^WT/fl^*, *Fstl1^KO/fl^*, or *Fstl1^WT/fl^; Tie2Cre.* The control mice used for RNA-seq had the following genotype: *Fstl^WT/fl^*. Mice were sacrificed by CO_2_ and cervical dislocation. Hearts were removed and weighed to assess the heart-weight-to-body-weight ratio. For RNA-sequencing, the experiments hearts were immediately snap frozen in liquid nitrogen. For histological analysis, the hearts were flushed with PBS and fixed in 4% paraformaldehyde overnight. Subsequently, the hearts were transferred to 70% ethanol. The tissues were processed in an automated tissue processor through a graded series of ethanol, embedded in paraffin, and sectioned at 7 μm in 4-chamber view.

### 2.3. Immunohistochemistry

For immunohistochemistry, 1/20 sections were deparaffinized in xylene, rehydrated through a graded series of ethanol, and boiled for 5 min in an unmasking solution (H3300, Vector) using a pressure cooker. Sections were stained with antibodies against PCM-1 (diluted 1:400, HPA023370, Atlas Antibodies, Bromma, Sweden, supplied by Bio Connect, Huissen, The Netherlands) and Ki-67 (diluted 1:200, 556003, BD Biosciences, Vianen, The Netherlands). SYTOX Green was used (diluted 1:40.000, S7020, Invitrogen, supplied by Fisher Scientific, Landsmeer, The Netherlands) as a nuclear stain. The antibodies were visualized with the secondary antibodies Alexa647 (diluted 1:250, A-31571, Thermo Fisher) and Alexa555 (diluted 1:250, A-31572, Thermo Fisher). Sections were mounted in PBS–glycerol (*v*/*v*). 

### 2.4. Quantification of Cardiomyocyte Cell-Cycle Activity

Pictures were taken with a Leica TCS SPE confocal microscope at 40× magnification. For each heart, ca. 3000 total SYTOX Green positive nuclei and ca. 700 PCM-1+ nuclei were scored for co-staining with Ki-67. Double-stained nuclei were manually counted using ImageJ.

### 2.5. In Situ Hybridization

In situ hybridization was performed as described previously [13]. Briefly, sections were deparaffinized and rehydrated to MilliQ. The sections were treated with Proteinase K (25530031, Invitrogen) and were pre-hybridized in a hybridization buffer (50% formamide, 20× SSC, blocking reagent, 0.5 M EDTA, 10% CHAPS, heparine solution, and 10 mg/mL yeast RNA) at 70 °C. Hybridization was performed overnight with a dioxigenin (DIG)-labeled probe against *Nppa* (forward: 5′gggcagagacagcaaacatc 3′, reverse: 5′ cacagtggcaatgtgaccaa 3′). The probes were visualized using alkaline phosphatase-conjugated anti-DIG Fab fragments (11093274910, Roche, Supplier: Merck, Zwijndrecht, The Netherlands) and NBT/BCIP staining reagent (11681451001, Roche, Supplier: Merck, Zwijndrecht, The Netherlands). The sections were dehydrated and mounted in Entellan (107961, Sigma Aldrich, Merck, Zwijndrecht, The Netherlands). Images were acquired with a Leica DM5000 microscope.

### 2.6. Picrosiriusred Staining

For Picrosirius red staining, sections were de-paraffinized in xylene, rehydrated through a graded series of ethanol, and stained for 1 h in Picrosirius red. The sections were washed in acidified water twice for 1 min and dehydrated with a series of graded ethanol up to xylene. The sections were mounted in Entellan (107961, Merck). Images were acquired with a Leica DM5000 microscope.

### 2.7. Cardiomyocyte Nuclei Isolation and Ploidy Analysis

Snap frozen samples of the left ventricle were used for nuclei isolation. Nuclei isolation was performed as described previously [14]. All steps were performed on ice. The samples were homogenized with an Ultra-Turrax homogenizer (IKA, Staufen, Germany) in 3 mL lysis buffer (10 mM Tris-HCl (pH 8.0), 5 mM CaCl_2_, 2 mM EDTA, 0.5 mM EGTA, 1 mM DTT, and 3 mM MgAc). Three milliliters of lysis buffer containing 0.4% triton-X were added, and the suspension was dounced 10 times using a large and small pestle (Wheaton, Vancouver, Canada, supplier: Fisher Scientific, Landsmeer, The Netherlands). The solution was filtered through 100 µm and 30 µm filters (Sysmex, CellTrics, Norderstedt, Germany). The filters were washed with 2 mL lysis buffer containing 0.2% triton-X. The solution was centrifuged at 1000× *g* for 5 min at 4 °C. The pellet was re-suspended in 500 µL staining buffer (2.5% BSA in PBS pH 8.0 and 0.2% Igepal CA-630). The solution was incubated with rabbit anti-PCM-1 (diluted 1:1000, HPA023370, Atlas Antibodies) and Alexa 647 (diluted 1:500, A-31573, Thermo Fisher) for 1 h in total. DAPI was added (0.001 mg/mL, Sigma-Aldrich, D9542, supplier: Merck, Zwijndrecht, The Netherlands) to stain all nuclei. Sorting of the PCM-1 positive nuclei was performed on the BD Influx cell sorter (BD Bioscience, Vianen, The Netherlands). The nuclei were sorted into a lysis buffer of the RNeasy plus micro kit (74034, Quiagen, Venlo, The Netherlands) for subsequent RNA isolation. Ploidy analysis of the sorted nuclei was performed in Flowjo v10.7.1 based on the intensity of DAPI incorporation into on average 20.000 PCM-1 positive nuclei. 

### 2.8. RNA-Sequencing

RNA-sequencing from cardiac nuclei was performed as described previously [14]: 500 pg of RNA was used for cDNA preparation with the Ovation RNA-seq V2 kit (7102-08, TecanNugen, Leek, The Netherlands). Libraries were prepared with the UltraLow V2 kit (0344NB-08, Tecan, Nugen, Leek, The Netherlands), and sequencing was performed on the HiSeq4000 system (Illumnia, San Diego, CA, USA) with 50 bp single-end reads. 

### 2.9. Analysis of RNA-Seq Data

Reads were mapped to the mm10 build of the mouse transcriptome using STAR [15]. Differential expression between groups was determined using the DESeq2 package based on the negative binominal distribution [16]. *p*-values were corrected for multiple testing by using the false discovery rate of Benjamini–Hochberg. Values of *p* < 0.05 were considered statistically significant. Principal component analysis was performed with the DESeq2 package, using default parameters. 

Using DAVID v6.8 (https://david.ncifcrf.gov/ (accessed on 17 December 2020)) gene ontology (GO), term analysis was performed. *p*-values indicated for the GO terms were corrected for multiple testing using Benjamini–Hochberg correction [17,18].

### 2.10. Statistics

Significant differences in the heart to body weights between genotypes were analyzed by unpaired Student’s t tests using Graphpad Prism version 9. *p* < 0.05 was considered significant. 

## 3. Results

### 3.1. Fstl1^KO/fl^; Tie2-Cre Mice Develop Cardiac Stress Soon after Birth

We studied *Fstl1^KO/fl^; Tie2-Cre* (cKO) mice to determine the influence of early postnatal cardiac stress on cardiomyocyte gene expression. The phenotype of cKO mice is characterized by the development of malformed mitral valves visible at postnatal day (P) 12 (Figure 1A). The mitral valves become incompetent, causing mitral regurgitation and volume overload of the left ventricle. As a secondary phenotype, the left ventricle of cKO mice dilates and the heart increases in size [12]. At P12, when compared to control (*Fstl^WT/fl^*, *Fstl1^KO/fl^*, or *Fstl1^WT/fl^*; *Tie2Cre*) mice, cKO mice displayed a significant increase in their heart-weight-to-body-weight ratio (HW/BW) due to heart weight increase, as their body-weight did not decrease (Figure 1B, Supplementary Figure S1). At P20, the hearts of cKO mice were visibly enlarged (Figure 1C).

We used in situ hybridization to assess the expression pattern of *Nppa* in the hearts of cKO and control mice at P12 and P19 (Figure 2A). *Nppa* encodes the hormone atrial natriuretic factor and is broadly used as a cardiac stress marker, induced in ventricles of postnatal hearts undergoing injury or hypertrophy and heart failure [19]. According to the pattern of *Nppa* expression, cardiac stress was scored (Figure 2B, Supplementary Figures S2 and S3). A score of *Nppa* = 0 indicated that *Nppa* expression was comparable to that of control mice. *Nppa* expression in these hearts was restricted to the atria and the base of the heart. Mice with a score of *Nppa* = 1 showed upregulation of *Nppa* in the left ventricle and at the luminar side of the interventricular septum. HW/BW increased from about 6 mg/g in the control hearts and hearts with *Nppa* = 0 to more than 8 mg/g in hearts with a score of *Nppa* = 1. 

### 3.2. Cardiac Stress in Pre-Weaning Mice Does Not Affect Cell-Cycle Activity and Ploidy

To investigate the response of postnatal cell-cycle activity to stress, we determined the cell-cycle activity of cardiomyocytes of the left ventricle of cKO and control mice by performing immunostaining for Ki-67 (Figure 2A and Figure 3A). We chose time points P12, at which the first mice will have started to develop mitral regurgitation and cardiac stress (Figure 2A) and P19. Ki-67 was expressed throughout all phases of the cell-cycle except G0 [20]. Cardiomyocytes that were in cell-cycle were identified by co-staining for PCM-1, specifically staining the nuclear membrane of cardiomyocytes [8]. In addition, we identified all nuclei that were in cell cycle but negative for PCM-1 (mostly endothelial cells and fibroblasts) by co-staining with SYTOX Green. According to their pattern of *Nppa* expression, the samples were given *Nppa* scores of 0 or 1 (Figure 3B and Supplementary Figures S2 and S3). At P12, cell-cycle activity was not significantly altered between cKO (*n* = 4) and control (*n* = 9) samples. The fraction of Ki-67-positive non-cardiomyocyte nuclei varied between 7 and 16%. At P19, only 1–6% of cells of cKO (*n* = 5) and control (*n* = 3) samples were in cell cycle. The percentage of cycling cardiomyocytes was much lower, with on average 0.78% of cardiomyocytes being in cell cycle at P12 (Figure 3B). At P19, we could not identify any cardiomyocyte nuclei that were positively stained for Ki-67 (Figure 3C). Starting around the second postnatal week, cardiomyocytes undergo polyploidization, increasing their DNA content from diploid (2n) to tetraploid (4n) [8]. We therefore assessed the degree of polyploidization of cardiomyocyte nuclei isolated at P12 according to their intensity in the DAPI signal measured during flow cytometry (Figure 3D,E; Supplementary Figure S4). The percentage of diploid and tetraploid cardiomyocyte nuclei was comparable between control mice (*n* = 3), unstressed cKO mice (*n* = 3), and cKO mice with a stress score of 1 (*n* = 3). At P12, approximately 75% of cardiomyocyte nuclei were diploid and 25% were tetraploid (Figure 3E). 

### 3.3. Neonatal Cardiac Stress Induces Cell-Cycle Gene Expression

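PCM-1 surrounds the nuclei of cardiomyocytes, so an antibody against it separates cardiomyocyte nuclei from those of other heart cells. Nuclear RNA sorted in this way from the left ventricle at postnatal day 12 was sequenced from 3 control mice (C1 to C3), 3 unstressed cKO mice with a stress score of 0 (U1 to U3) and 3 cKO mice with a stress score of 1 (S1 to S3). In the cKO mice, Fstl1, which encodes the secreted protein follistatin-like 1, is deleted with Tie2-Cre in endothelial and endocardial cells and their descendants. Fstl1 (ENSMUSG00000022816.6) lies on chromosome 16 of mm10 from 37776873 to 37836514. Its normalized count was 124, 102 and 95.04 in the control mice, 69.6, 98.7 and 125 in the unstressed cKO mice and 97.4, 145 and 123 in the cKO mice with a stress score of 1. The levels of the 3 groups overlapped. The cKO genotype also holds 1 knockout allele in all cells, and whether that allele still gives reads is not given in the sources used here. The log2 fold change of Fstl1 in unstressed cKO mice was -0.16 (standard error 0.40, adjusted p = 0.9995 from limma), and it was 0.06 without U1. Pcm1, the gene of the sorting marker, had a log2 fold change of -0.03 (standard error 0.22, adjusted p = 0.988 from limma) between cKO mice with a stress score of 1 and control mice. The authors mapped the reads to mm10 with STAR and divided the counts per gene by DESeq2 size factors. The gene annotation, the counting program and its use of strand are not given in the sources used here. The deposited table holds these normalized counts for 41128 genes in 9 libraries. In each library 100% of the values above 0 were whole multiples of the value of 1 read (tolerance 0.001). This gave back 8262684 to 12597012 reads per control library (median 10361294), 8804295 to 11341764 per unstressed cKO library (median 11294318) and 10805513 to 12698502 per cKO library with a stress score of 1 (median 11774434). Ttn alone took 19.0 to 27.0% of them. Ribosomal RNA of mitochondria made up 3.84% of the counts in U3 and 3.81% in S2, against 0.941 to 1.15% in the other libraries. Differences were tested with limma on log2(normalized count + 1), a scale that understates the change of genes with low counts, over the 13454 genes with a normalized count of at least 10 in at least 3 libraries, two-sided, at a Benjamini-Hochberg adjusted p of 0.05. DESeq2, which the authors used, and edgeR were run on the recovered reads. In simulated counts for cKO mice with a stress score of 1 against control mice, limma recovered 46 of 100 genes changed 4-fold and 11 of 100 changed 2-fold, with 2 false calls. DESeq2 recovered 55 and 18, with 24 false calls. The paper gives the control mice the genotype WT/fl while the sample labels call them wild type. The title of U3 names a heterozygous cKO, while its genotype entry is that of the other cKO mice. The mouse numbers in the titles fall into 2 series, A with C1, U1 to U3, S1 and S2 and B with C2, C3 and S3. Whether these were handled apart is not given in the sources used here. A difference between cKO mice with a stress score of 1 and control mice within a series rests on 1 control mouse in A and on 1 cKO mouse in B, and has no replicate check.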

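Transcripts of cardiomyocyte genes far outnumbered those of other heart cells in every library. Tnnt2, which encodes cardiac troponin T, had a normalized count of 110304 ± 28196 (SD, n = 3) in control mice, 109508 ± 17316 (SD, n = 3) in unstressed cKO mice and 101413 ± 22044 (SD, n = 3) in cKO mice with a stress score of 1. Cdh5, which encodes the endothelial cadherin, was at 192 ± 18.5, 232 ± 104 and 317 ± 5.58 in the same order (SD, n = 3 each), and Col1a1, a collagen gene of fibroblasts, at 426 ± 78.0, 573 ± 70.1 and 612 ± 48.8. The sum of Tnnt2, Myh7 and Atp2a2 divided by the sum of Cdh5, Vwf, Tek, Kdr, Col1a1, Col3a1, Dcn and Fbn1 was 97.9 ± 12.9 (SD, n = 3) in control mice, 82.4 ± 5.29 (SD, n = 3) in unstressed cKO mice and 72.1 ± 24.9 (SD, n = 3) in cKO mice with a stress score of 1. Among the latter S2 was lowest at 51.9 and S3 highest at 99.9. The ratio did not differ between cKO mice with a stress score of 1 and the 6 other mice beyond the spread between mice (log2 difference -0.37, two-sided exact permutation test, p = 0.119). With medians of the log2 ratios in place of sums, this difference was -0.63 (p = 0.0119 from the same exact test, the smallest it can give). Against control mice, none of the 23 genes of the list of endothelial and endocardial cells rose in cKO mice with a stress score of 1 by limma (1 higher and 0 lower at an unadjusted p under 0.05, 0 changed by DESeq2, and 0 adjusted over the list alone). As a group this list moved up, with a median log2 fold change of 0.37 and an adjusted p of 0.0189 from camera, which became an adjusted p = 0.347 with an estimated correlation, 0.328 without S2, 0.110 without C1, 0.0545 without C3 and 0.0536 with a minimum of 50 in 3 libraries. The list of fibroblasts (24 measured, median 0.32, adjusted p = 0.0655 from camera) did not pass the test. Smooth muscle cells and pericytes (11 measured, adjusted p = 0.590), leukocytes (10 measured, adjusted p = 0.464), erythroid cells (4 measured, adjusted p = 0.750), atrial cardiomyocytes (12 measured, adjusted p = 0.590) and epicardium, valve and neural cells (7 measured, adjusted p = 0.464) did not pass it either. In the last of these lists 1 gene was higher adjusted over the list alone, Wt1, a transcription factor gene of the epicardium, with a log2 fold change of 2.21 (standard error 0.69, adjusted p = 0.474 from limma).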

To study the response of neonatal cardiomyocytes to cardiac stress, we performed RNA-seq on isolated PCM-1-positive cardiomyocyte nuclei from the left ventricle of P12 mice (Figure 2A and Supplementary Figure S4C). Three control (*Fstl^WT/fl^)* mice and five cKO mice were selected for RNA-seq analysis (Figure 4A). The HW/BW of control mice ranged from 4.5 to 7.6 mg/g. The cKO mice were assigned a cardiac stress score dependent on their HW/BW, as we did not investigate the *Nppa* pattern in these hearts. Three cKO mice had a HW/BW of less than 8 mg/g (6.3–7.0 mg/g) and were assumed to be unstressed (score of 0). The remaining three cKO mice displayed a HW/BW > 8 mg/g, ranging from 8.1 to 11.5 mg/g, and were given a cardiac stress score of 1.

Unsupervised principal component (PC) analysis showed grouping of the healthy control samples as well as samples from the unstressed cKO mice (Figure 4B). 

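The libraries of unstressed cKO mice lay close together on the first 2 principal components of the 500 most variable genes. On log2 values, the first component held 18.5% of the variance and the second 16.2%. Unstressed cKO mice scored -10.7 ± 0.431 (SD, n = 3) on the first and -6.49 ± 4.25 (SD, n = 3) on the second, and control mice -2.59 ± 7.45 and -1.74 ± 7.31 (SD, n = 3 each). The 3 cKO mice with a stress score of 1 spread from -5.65 to 49.8 on the first and from -17.6 to 45.2 on the second. Xist, the RNA that coats the inactive X chromosome, had the largest weight on the first component, and the Y-linked genes Eif2s3y and Kdm5d were among the 10 largest. Efnb3, which encodes an ephrin, was second, with a normalized count of 0 in S1 and 56.2 to 220 in the 8 other libraries. On the second component, the noncoding gene 2700033N17Rik had the largest weight, with a normalized count of 420.5 in S3 and at most 11.8 elsewhere.

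**Figure D1:**
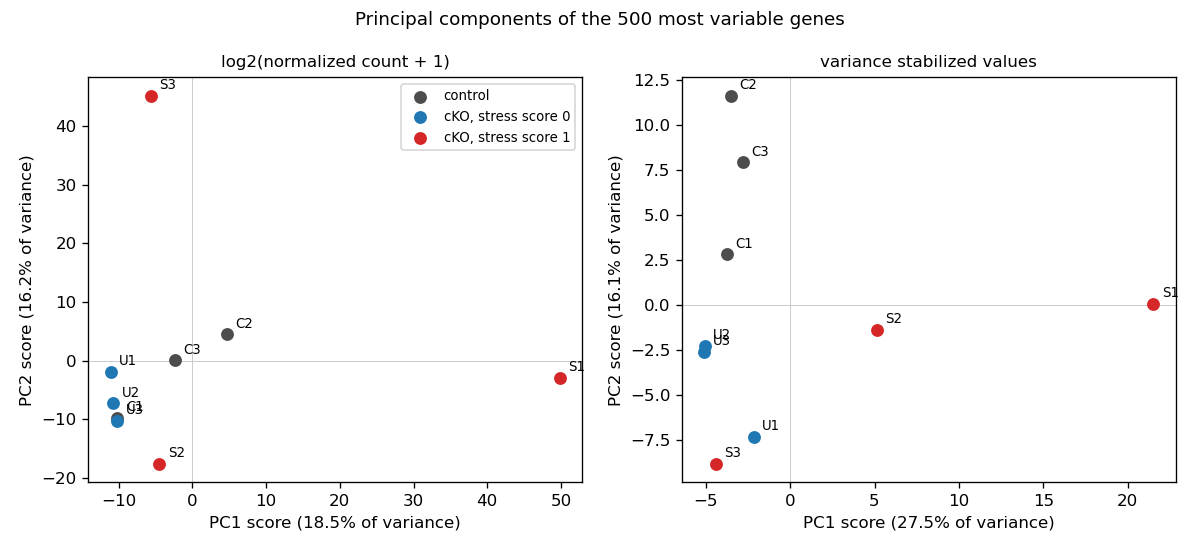
Scores of the 9 libraries on the first 2 principal components of the 500 most variable genes, on log2 values (left) and on variance stabilized values (right), 1 point per mouse, with the share of variance on each axis. S1 stands apart on the first component in both plots, and S3 on the second in the left plot.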

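Genes of the sex chromosomes carried the largest weights on the component that parted control from cKO mice. After DESeq2's variance stabilizing transformation, the second component placed the 3 control mice at 2.80 to 11.6 and the 6 cKO mice at -8.81 to 0.06 (two-sided exact permutation test, p = 0.0119, the smallest it can give). Xist and then Kdm5d, Uty, Ddx3y and Eif2s3y, all on the Y chromosome, had its 5 largest weights, followed by Nr4a3, an immediate early gene. The sex-linked genes alone do not account for the parting. S1 and S2 had Xist at 57783 and 40325 and Kdm5d at 5.41 and 3.42, as high and as low as C2 and C3 or more so for Xist, yet scored 0.06 and -1.40. C1, with Xist at 787, scored 2.80. The first component, with 27.5% of the variance, did not part control from cKO mice (exact p = 0.690). On it S1 scored 21.5, S2 5.13 and S3 -4.37, so that cKO mice with a stress score of 1 did not differ from the 6 other mice beyond the spread (exact p = 0.0595). Besides Xist, its largest weights were those of Agt, the gene of angiotensinogen, with a normalized count of 332 in S1 and 155 in S2 and at most 39.95 elsewhere, and of Tpm2, a tropomyosin gene, with 5689 in S1 and 256 to 1222 elsewhere. On log2 values without this transformation, neither the first (exact p = 0.964) nor the second component (exact p = 0.929) parted control from cKO mice.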

The first PC discriminated between the different genotypes of mice, whereas the second PC seemed to reflect the stress phenotype. Samples originating from cardiomyocytes of ventricles with a stress score of 1 did not cluster together, showing that gene expression in these samples was more heterogeneous. 

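Levels of single genes differed several-fold among the 3 cKO mice with a stress score of 1. Lrp8, which encodes a reelin and apolipoprotein E receptor, had a normalized count of 848 in S1, 267 in S2 and 80.6 in S3, against 63.1 ± 37.4 (SD, n = 3) in control mice and 114 ± 51.0 (SD, n = 3) in unstressed cKO mice. Necab3, which encodes a calcium-binding protein, was at 525 in S1, 44.5 in S2 and 12.2 in S3, against 14.1 ± 16.5 (SD, n = 3) in control mice. Both were taken for their large weights on the first component of the variance stabilized values, on which S1 stands apart, so that their spread follows from that choice and is not independent evidence of heterogeneity. The mean Euclidean distance between libraries of a group, over the 500 most variable genes, was 71.6 among cKO mice with a stress score of 1, 59.6 among control mice and 56.1 among unstressed cKO mice. No other choice of 3 of the 9 libraries had a larger mean distance (one-sided exact permutation test over 84 choices, p = 0.0119, the smallest it can give). S1 had the largest mean distance to all other libraries, 70.6, followed by S3 with 67.7, while S2 was at 63.1. S1 and S3 also had the fewest genes with a count above 0, 17140 and 16989 against 17756 to 19271 in the other libraries. What part this has in the distances was not tested. The difference in distance did not pass the test after quantile normalization (p = 0.190) or the variance stabilizing transformation (p = 0.0833), nor without S3 (p = 0.107), from the same exact test.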

To study the impact of the genotype on the cardiomyocyte transcriptome in mice without cardiac stress, we compared the gene expression between control mice and the three unstressed cKO mice. 

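The genes that differed between unstressed cKO mice and control mice were mostly genes of the sex chromosomes. DESeq2 called 9 genes, 6 higher and 3 lower in unstressed cKO mice. The higher genes were Kdm5d, Uty, Eif2s3y, Ddx3y, A4galt and Sdr9c7, and the lower ones Xist, Klhl12 and Trim13, of which Sdr9c7 was chosen after its values were seen. A4galt (ENSMUSG00000047878.7, chromosome 15 of mm10 from 83226722 to 83251774), which encodes the enzyme that makes the glycolipid Gb3, had a normalized count of 42.5 ± 10.9 (SD, n = 3) in unstressed cKO mice and 0.933 ± 0.951 (SD, n = 3) in control mice. Its log2 fold change was 4.59 (standard error 1.20, adjusted p = 0.9995 from limma, 0.00455 from DESeq2, range over the alternatives 0.00312 to 1). Klhl12 (ENSMUSG00000026455.9, chromosome 1 from 134455531 to 134491018), which encodes an adaptor of a ubiquitin ligase, was at 79.9 ± 8.88 against 233 ± 61.9 (SD, n = 3 each), a log2 fold change of -1.50 (standard error 0.45, adjusted p = 0.9995 from limma, 0.0314 from DESeq2, range 0.0112 to 1). Trim13, a ubiquitin ligase gene, was at 25.1 ± 9.44 against 112 ± 40.1 (SD, n = 3 each), with an adjusted p of 0.0463 from DESeq2 (range 0.0169 to 1). The genes with the smallest p outside these included Lgals9, the gene of galectin-9, at 36.9 ± 12.7 against 2.73 ± 0.881, and Alpk2, a kinase gene of the heart, at 5478 ± 674 against 9671 ± 971 (SD, n = 3 each), neither of which passed limma or DESeq2 with all 6 mice, though both were called by DESeq2 without C1 (adjusted p = 0.0434 and 0.0244). By limma, 0 genes passed at the adjusted threshold and 561 at an unadjusted p under 0.05, where chance gives 673, and by edgeR 0 and 553. DESeq2's calls of A4galt, Klhl12, Trim13 and Xist were each lost without at least 4 of the 6 mice in turn (all 4 without C3, U2 or U3). DESeq2's count was 63 without C1 and 0 in a fit of all 9 libraries. In the fit of all 9 libraries at least 1 of the 4 Y-linked genes got no adjusted p, so the 0 does not show that each of them failed the test. All 3 unstressed cKO mice are of series A and 2 of the 3 control mice of series B, and with the series as a covariate the same 4 calls were lost (adjusted p = 0.911, 0.729, 0.993 and 0.993 from DESeq2 in that order for A4galt, Klhl12, Trim13 and Xist) while those of the 4 Y-linked genes were kept. Within series A, with 1 control mouse, the log2 difference was 5.41 for A4galt, -1.76 for Klhl12 and -1.04 for Xist. For A4galt and Klhl12 it was no smaller than over all mice, so their lost calls do not show the series as the cause. Among cKO mice with a stress score of 1, A4galt was at 9.02 (S1), 0 (S2) and 0 (S3). Its higher level was thus not shared by all mice of the cKO genotype. Klhl12 was at 163 (S1) and 166 (S2), within the control range of 161.5 to 271.8, but at 49.6 in S3. Of these mice only S3 had high counts of the Y-linked genes. Trim13 was at 37.9 (S1), 47.01 (S2) and 44.96 (S3), below every control mouse. Whether genotype or sex sets these levels was not tested.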

We found that only 6 genes were significantly differentially expressed between these two groups (Figure 4C). 

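Kdm5d, a histone demethylase gene on the Y chromosome of mm10 from 897788 to 956786 (ENSMUSG00000056673.9), had a normalized count of 811 ± 96.1 (SD, n = 3) in unstressed cKO mice and 2.53 ± 2.38 (SD, n = 3) in control mice. Uty, a related demethylase gene (ENSMUSG00000068457.9, 1096861 to 1245759), was at 604 ± 16.9 against 2.02 ± 0.302 (SD, n = 3 each). Eif2s3y, a translation factor gene (ENSMUSG00000069049.6, 1010543 to 1028847), was at 427 ± 84.3 against 0.711 ± 0.626, and Ddx3y, an RNA helicase gene (ENSMUSG00000069045.6, 1260771 to 1286629), at 320 ± 17.7 against 0.394 ± 0.682 (SD, n = 3 each). The log2 fold changes were 8.17, 7.65, 8.03 and 7.95 in that order, and adjusted p-values from limma were 0.0544, 0.0544, 0.0795 and 0.0883. From DESeq2 they were 3.27e-39, 9.92e-33, 1.495e-14 and 4.94e-12, and over the alternatives each ranged up to at least 0.849. In the limma fit the 3 cKO mice with a stress score of 1 share the estimate of the spread, and for Kdm5d they had normalized counts of 5.41 (S1), 3.42 (S2) and 841 (S3). Fitted without this group, limma called 4 genes. Xist (ENSMUSG00000086503.3), on the X chromosome from 103460366 to 103483254, was at 400 ± 158 (SD, n = 3) in unstressed cKO mice, and at 787 in C1, 27010 in C2 and 37215 in C3. In cKO mice with a stress score of 1 it was at 57783 (S1), 40325 (S2) and 186 (S3). Its log2 fold change in unstressed cKO mice was -4.60 (standard error 1.503, adjusted p = 0.9995 from limma, 0.00667 from DESeq2, range over the alternatives 1.08e-92 to 1).

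**Figure D2:**
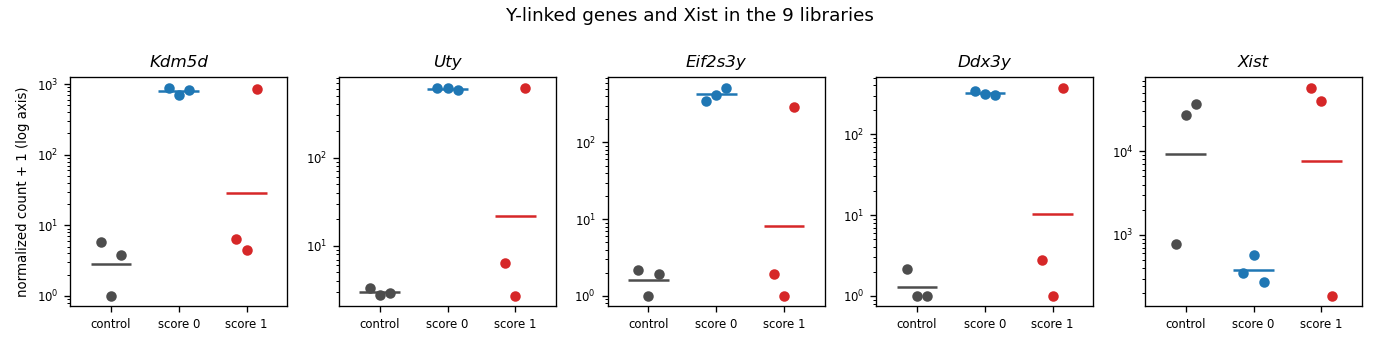
Normalized count + 1 of Kdm5d, Uty, Eif2s3y, Ddx3y and Xist on a log axis, 1 point per mouse, in control mice and cKO mice with a stress score of 0 or 1, with lines at the geometric mean of each group. The 3 unstressed cKO mice and S3 lie far above the control mice for the Y-linked genes, and C1 lies near the unstressed cKO mice for Xist.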

The 4 most significantly higher expressed genes by cKO mice (*Kdm5d*, *Uty*, *Eif2s3y*, and *Ddx3y*) (−log10 padj > 40) are located on the Y-chromosome, consistent with the sex of the cKO mice (male) versus control mice (female). 

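Of 30 gene lists written before the data were examined, only those of the sex chromosomes passed camera between unstressed cKO mice and control mice. The Y-linked list moved up (4 measured, median log2 fold change 7.99, adjusted p = 1.25e-17 from camera, adjusted p = 0.114 with an estimated correlation), with 4 of 4 genes higher adjusted over the list alone. X-linked genes with a sex bias moved down (10 measured, median -0.45, adjusted p = 0.0204 from camera, adjusted p = 0.507 with an estimated correlation, 0.226 without C3, 0.0774 without C2, 0.0663 without U3 and 0.0653 with a minimum of 50 in 3 libraries), with 2 lower at an unadjusted p under 0.05. In the list of the G2 and M phases, 0 of 29 genes passed limma over all genes or adjusted over the list alone, 4 were higher at an unadjusted p under 0.05, and the list did not pass camera (median 0.30, adjusted p = 0.0738). Of 25 targets of the hypoxia-inducible factor HIF, none passed limma over all genes, 1 was higher adjusted over the list alone, and 2 were higher and 0 lower at an unadjusted p under 0.05 (median -0.03, mean 0.14, adjusted p = 0.652 from camera). This was P4ha2, which encodes a collagen prolyl hydroxylase, with a log2 fold change of 0.90 (standard error 0.25, adjusted p = 0.9995 from limma). The hypertrophy list (35 measured, adjusted p = 0.996), whose median of 0.02 lay above 0 while camera's direction was down, and the list of oxidative phosphorylation (73 measured, median -0.10, adjusted p = 0.205) did not pass it either, nor did the list of endothelial and endocardial cells (23 measured, median 0.19, adjusted p = 0.205). Of 13454 genes, 10.55% had all 3 unstressed cKO mice above or below all 3 control mice, where chance gives 10%. In simulated counts for this comparison, limma recovered 42 of 100 genes changed 4-fold and 11 of 100 changed 2-fold.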

The lack of further significantly differentially expressed genes indicate that neither the absence of Fstl1 from endocardium-derived cells in unstressed hearts nor the sex difference greatly impact the transcriptome of cardiomyocytes. 

To assess the effect of cardiac stress, we compared the expression profiles between cKO mice with a stress score of 1 and control samples. 

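DESeq2 called 29 genes between cKO mice with a stress score of 1 and control mice, 25 higher and 4 lower. Among the higher genes, Bahcc1, which encodes a chromatin protein, had a normalized count of 623 ± 374 (SD, n = 3) in cKO mice with a stress score of 1 and 132 ± 55.1 (SD, n = 3) in control mice, a log2 fold change of 2.15 (standard error 0.38, adjusted p = 0.0955 from limma, 6.60e-04 from DESeq2, range over the alternatives 6.14e-05 to 0.491). Adamts20, a secreted metalloprotease gene, was at 683 in S1, 255 in S2 and 88.0 in S3 against 35.6 ± 18.6 (SD, n = 3) in control mice, a log2 fold change of 2.89 (standard error 0.59, adjusted p = 0.231 from limma, 2.45e-04 from DESeq2, range 1.43e-08 to 0.504). In unstressed cKO mice Adamts20 was at 127 (U1), 77.4 (U2) and 110 (U3), a range that holds S3. Acsf2, the gene of a mitochondrial acyl-CoA synthetase, was at 243 ± 77.8 against 54.7 ± 15.4, and Arid5b, which encodes a DNA-binding cofactor, at 731 ± 55.3 against 227 ± 104 (SD, n = 3 each). Their adjusted p-values were 0.00125 (range 5.69e-04 to 0.495) and 0.00354 (range 1.20e-05 to 0.620) from DESeq2. Ckap2l, a spindle gene chosen after its values were seen, was at 92.8 ± 26.8 against 11.4 ± 6.22 (SD, n = 3 each). Its adjusted p was 0.00389 from DESeq2 (range 4.72e-04 to 0.593). Gm26917 is annotated as a noncoding gene but, like its neighbor Gm42418, overlaps ribosomal RNA sequence. It was at 11644 ± 1926 against 3806 ± 1049 (SD, n = 3 each) and may share reads with copies of ribosomal DNA. By limma, 0 genes passed at the adjusted threshold and 1032 at an unadjusted p under 0.05 (589 higher and 443 lower), where chance gives 673, and by edgeR 0 and 1033. DESeq2's call of Adamts20 was lost without S1 (adjusted p = 0.0785), that of Bahcc1 without S2 (0.0573) and that of Ckap2l without S3 (0.0644). Its count was 99 without S3, 48 in a fit of all 9 libraries and 153 with the title number series as a covariate.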

Thirty genes were significantly higher expressed in the cKO samples (Figure 4D). These include genes involved in the regulation of the cell cycle and apoptosis such as the proto-oncogene *Myc* as well as *Anln* and *Bcl2,* and genes known to be upregulated in response to cardiac hypertrophy such as *Acta1*. cKO samples showed a significant downregulation of the proapoptotic factor *Egln3*. 

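Myc (ENSMUSG00000022346.9, chromosome 15 of mm10 from 61985391 to 61990374) was higher in each cKO mouse with a stress score of 1 than in any control mouse, with a normalized count of 506 ± 118 (SD, n = 3) against 146 ± 35.9 (SD, n = 3). Its log2 fold change was 1.79 (standard error 0.35, adjusted p = 0.199 from limma, 6.17e-04 from DESeq2, range over the alternatives 3.91e-05 to 0.491). Within series A it was 2.13 and within series B 1.69. Anln (ENSMUSG00000036777.7, chromosome 9 from 22332012 to 22389188) was at 367 ± 249 against 82.9 ± 32.2 (SD, n = 3 each), a log2 fold change of 2.02 (standard error 0.45, adjusted p = 0.299 from limma, 0.00886 from DESeq2, range 0.00136 to 0.661), 1.78 within series A and 1.72 within B. Bcl2, which encodes an inhibitor of apoptosis (ENSMUSG00000057329.7, chromosome 1 from 106538178 to 106714274), was at 606 ± 496 against 118 ± 56.0 (SD, n = 3 each), a log2 fold change of 2.15 (standard error 0.47, adjusted p = 0.299 from limma, 0.00354 from DESeq2, range 1.19e-04 to 0.604), 3.18 within series A and 0.98 within B. Acta1, which encodes skeletal muscle actin (ENSMUSG00000031972.4, chromosome 8 from 123891769 to 123894751), was at 1721 ± 1310 against 527 ± 154 and was at 1117 ± 479 in unstressed cKO mice (SD, n = 3 each). Its log2 fold change from control mice was 1.49 (standard error 0.41, adjusted p = 0.474 from limma, 0.0313 from DESeq2, range 0.00136 to 0.766). Egln3, which encodes a prolyl hydroxylase (ENSMUSG00000035105.5, chromosome 12 from 54178981 to 54203860), was lower in every cKO mouse with a stress score of 1, at 67.4 ± 29.9 against 236 ± 52.2 (SD, n = 3 each), a log2 fold change of -1.87 (standard error 0.39, adjusted p = 0.276 from limma, 0.0263 from DESeq2, range 0.00136 to 0.656). DESeq2's call of Myc was kept without each of the 6 mice in turn, while the others were lost without S1 (Anln 0.208, Bcl2 0.173, Acta1 0.313, Egln3 0.0819). Without C3 those of Anln (0.103), Acta1 (0.203) and Egln3 (0.247) were lost, as were that of Acta1 without C2 (0.111) and that of Egln3 without C1 (0.128) or S2 (0.0837).

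**Figure D3:**
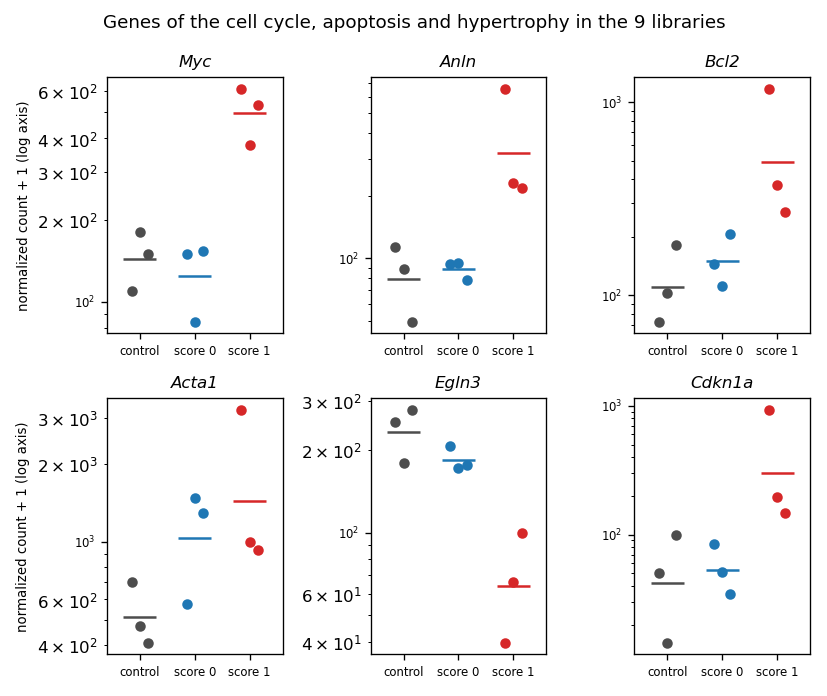
Normalized count + 1 of Myc, Anln, Bcl2, Acta1, Egln3 and Cdkn1a on a log axis, 1 point per mouse, in control mice and cKO mice with a stress score of 0 or 1, with lines at the geometric mean of each group. S1 is highest for each gene except Egln3, where it is lowest.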

Similar genes were significantly differentially expressed when comparing cKO mice with a stress score of 1 to control mice and unstressed cKO mice (Supplementary Figure S5). cKO mice expressed 16 genes significantly lower than controls and 42 genes significantly higher, including *Myc*, *Anln*, *Bcl2*, and *Cdkn1a*. 

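Against control and unstressed cKO mice together, Myc rose in cKO mice with a stress score of 1, with a normalized count of 137 ± 34.9 (SD, n = 6) in the other mice and a log2 fold change of 1.89 (standard error 0.30, adjusted p = 0.0490 from limma, 0.0308 from edgeR and 7.75e-07 from DESeq2, range over the alternatives 1.49e-07 to 0.291). It was the only gene that limma called (1088 at an unadjusted p under 0.05, where chance gives 673), and edgeR also called 1, while DESeq2 called 58, 36 higher and 22 lower. Lmna, which encodes the nuclear lamins A and C, was at 212 ± 10.7 (SD, n = 3) against 455 ± 43.0 (SD, n = 6), a log2 fold change of -1.09 (standard error 0.22, adjusted p = 0.139 from limma, 4.21e-05 from DESeq2, range 3.30e-05 to 0.342). Chaf1a, which encodes a subunit of chromatin assembly factor 1, was at 92.6 ± 53.6 (SD, n = 3) against 17.4 ± 5.77 (SD, n = 6), with an adjusted p of 0.00167 from DESeq2 (range 7.45e-04 to 0.631). Aspm, a gene of the mitotic spindle, was at 316 ± 181 (SD, n = 3) against 115 ± 11.1 (SD, n = 6), with an adjusted p of 0.00905 from DESeq2 (range 1.86e-04 to 0.573). Both were named after their values were seen. Osgin1, which encodes an oxidative stress-induced growth inhibitor, was at 0 in all 3 cKO mice with a stress score of 1 and at 14.9 ± 5.40 (SD, n = 6) in the other mice. Of the 25 genes that DESeq2 called higher against control mice alone and the 36 called higher here, 12 were shared, where independent lists would share 0.0615. Simulated unchanged groups in the same comparisons shared 0.4 on average and 1 at most in 20 simulations. Counts were simulated with 1 mean and 1 dispersion per gene for all groups, without a difference between series. Such simulations may understate how many calls chance shares. Of the lower genes, 3 of 4 and 20 were shared among the genes tested in both, where independent lists would share 0.00547. The simulated groups shared 0.7 on average and 3 at most, and part of either excess may come from the control mice and the cKO mice with a stress score of 1, which both comparisons share. The call of Myc by limma was lost without C1, C3, U2, U3, S1, S2 or S3 (adjusted p = 0.0523 without S2 to 0.251 without S1), DESeq2's call of Chaf1a without S1 (0.164) and that of Aspm without S3 (0.169). DESeq2's count was 135 without S3.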

We performed cluster analysis of the most differentially expressed genes between control samples and cKO samples with a stress score of 1 (Figure 4E). 

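The genes with the smallest p among those lower in cKO mice with a stress score of 1 than in control mice, after Egln3, included Alpk2, with a normalized count of 5210 ± 1716 (SD, n = 3), a log2 fold change of -0.94 (standard error 0.21, adjusted p = 0.299 from limma), and Lmna, with a log2 fold change of -1.08 (standard error 0.26, adjusted p = 0.342 from limma). Alpk2 had a similar mean level in unstressed cKO mice, as given above, so its lower level is not particular to stressed mice. Fhl2, which encodes a LIM domain protein of the sarcomere, was at 3348 ± 1186 against 5930 ± 1497 (SD, n = 3 each, adjusted p = 0.474 from limma), and Glrx5, a gene of iron-sulfur cluster assembly, at 3.32 ± 4.96 against 32.5 ± 7.96 (SD, n = 3 each, adjusted p = 0.474). Without S3 DESeq2 called Alpk2 (adjusted p = 0.00110) and Fhl2 (0.0199), and it called Lmna in a fit of all 9 libraries (0.0118) and with the title number series as a covariate (0.0438). Rmnd5a, which encodes part of a ubiquitin ligase, was at 36.2 ± 7.06 against 141 ± 55.2 (SD, n = 3 each, adjusted p = 0.400 from limma) and was called by DESeq2 (adjusted p = 0.0338, range over the alternatives 0.0168 to 0.656), a call lost without C1, C2, C3, S2 or S3. Gm17096, an antisense gene whose reads cannot be told from those of its partner where strand was not used, was at 0.312 ± 0.541 against 29.9 ± 1.08 (SD, n = 3 each). Among the higher genes were Vps33b, which encodes a protein of vesicle fusion, at 328 ± 146 against 89.4 ± 23.5 (SD, n = 3 each), and Sik1, which encodes a salt-inducible kinase, at 1401 ± 297 against 580 ± 142 (SD, n = 3 each). They had adjusted p-values of 0.00886 (range 9.27e-04 to 0.632) and 0.0152 (range 3.43e-04 to 0.766) from DESeq2. Sik1 was chosen after its values were seen, and its call was lost without C1 (0.0787) or S2 (0.111). In unstressed cKO mice Sik1 was at 1671 (U1), 400 (U2) and 1173 (U3), against 1069 (S1), 1641 (S2) and 1493 (S3). The 2 groups of cKO mice thus overlapped. Of 13454 genes, 11.1% had all 3 cKO mice with a stress score of 1 above or below all 3 control mice, where chance gives 10%.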

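Genes of the mitochondrial ribosome, mitochondrial import and translation moved down as a group in cKO mice with a stress score of 1 relative to control mice. Of 61 measured genes none passed limma over all genes or adjusted over the list alone, and 3 were lower and 0 higher at an unadjusted p under 0.05 (DESeq2 called 0). Their median log2 fold change was -0.39, with an adjusted p of 0.0116 from camera and an adjusted p = 0.276 with an estimated correlation. Mrps15, which encodes a protein of the small mitochondrial ribosomal subunit, was at a normalized count of 70.1 ± 34.1 against 173 ± 26.2 (SD, n = 3 each), and Mrpl34, of the large subunit, at 42.9 ± 4.90 against 101 ± 40.3 (SD, n = 3 each). Of 59 chaperone genes none passed limma over all genes or adjusted over the list alone, and 6 were lower and 1 higher at an unadjusted p under 0.05 (DESeq2 called 0). Hspe1, which encodes the mitochondrial chaperonin HSP10, was at 1.18 ± 0.457 against 22.0 ± 5.87 (SD, n = 3 each), and Cct7, a subunit of the cytosolic chaperonin, at 23.4 ± 16.5 against 80.7 ± 13.1 (SD, n = 3 each). They had log2 fold changes of -3.38 (standard error 1.02) and -1.93 (standard error 0.60) and an adjusted p of 0.474 each from limma. Hspe1 passed limma without trend (adjusted p = 0.0304), and Cct7 passed DESeq2 without S1 (adjusted p = 0.0436). The chaperone list did not pass camera (median -0.12, adjusted p = 0.228). Of all 13454 genes, 443 were lower and 589 higher at the same unadjusted threshold. The paper instead tested gene ontology terms among clustered genes at a p under 0.05. That enrichment was not repeated, so the camera result does not bear on it directly. The call of the mitochondrial list was lost with a minimum of 50 in 3 libraries (adjusted p = 0.0677) and without S2 (0.0611), the library with the lowest ratio of cardiomyocyte genes to genes of other cells. Markers of endothelial and endocardial cells passed camera upward in this comparison, a call also lost with an estimated correlation (adjusted p = 0.347) and without S2 (0.328), C1 (0.110) or C3 (0.0545).

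**Figure D4:**
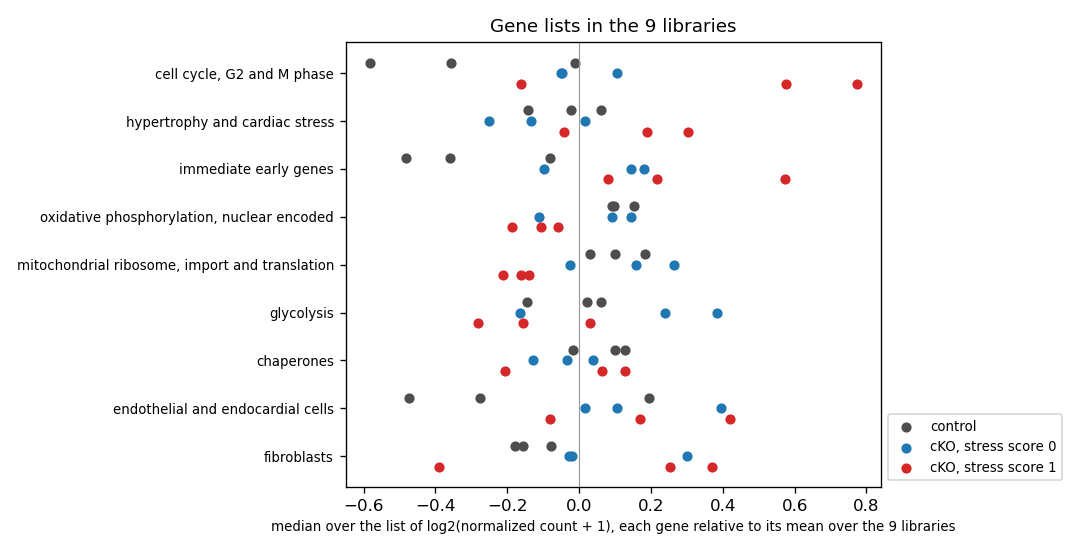
Median over each gene list of log2(normalized count + 1), each gene relative to its mean over the 9 libraries, 1 point per mouse, in control mice and cKO mice with a stress score of 0 or 1. For the mitochondrial ribosome list all 3 cKO mice with a stress score of 1 lie below all 3 control mice.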

Gene ontology (GO) analysis revealed that genes expressed at lower levels are involved in mitochondrial processes and chaperone activity. Higher expressed genes are involved in transcription regulation, cell organization (cell adhesion and SH3 domain), and transcriptional organization.

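Immediate early genes, most of which encode transcription factors, moved up as a group in cKO mice with a stress score of 1 relative to control mice. Of 30 measured genes none passed limma over all genes, 3 were higher and 0 lower adjusted over the list alone, and 8 were higher and 0 lower at an unadjusted p under 0.05 (DESeq2 called 1, Myc). The median log2 fold change was 0.65, with an adjusted p of 0.00233 from camera, an adjusted p = 0.274 with an estimated correlation, 0.0789 without S2 and 0.0567 without C1. The list of endothelial and endocardial cells passed camera upward as well, and that call too was lost with an estimated correlation (adjusted p = 0.347) and without S2 (0.328), C1 (0.110) or C3 (0.0545). The list of immediate early genes holds Myc, which the study chose on these samples, so that it is not independent evidence of its direction. Between cKO mice with a stress score of 1 and unstressed cKO mice this list did not pass camera. Nr4a3, which encodes a nuclear receptor, had a normalized count of 623 in S1, 3086 in S2 and 1778 in S3 against 303 ± 183 (SD, n = 3) in control mice, but also 2229 in U1, an unstressed cKO mouse, with 135 in U2 and 358 in U3. Zfp36, which encodes an mRNA-binding protein, was at 659 ± 269 against 268 ± 117 (SD, n = 3 each) and Fosl2, which encodes a subunit of AP-1, at 1510 ± 494 against 717 ± 234 (SD, n = 3 each), while U1 was at 695 and 1694. Of 38 genes of cell adhesion and extracellular matrix receptors none passed limma over all genes, 1 (Adamts20, which the study named) was higher adjusted over the list alone, and 3 were higher and 0 lower at an unadjusted p under 0.05. Zyx, the gene of the focal adhesion protein zyxin, was at 869 ± 206 against 479 ± 24.1 (SD, n = 3 each). The list did not pass camera (median 0.20, adjusted p = 0.369). Of 40 genes of SH3 domain proteins none passed limma over all genes or adjusted over the list alone, and 2 were higher and 1 lower at an unadjusted p under 0.05. Fyn, which encodes a tyrosine kinase, was at 355 ± 132 against 171 ± 21.4 (SD, n = 3 each), and the list did not pass camera (median 0.04, adjusted p = 0.527). For these 2 lists DESeq2 called 1 (Adamts20) and 0 genes. These tests do not repeat the gene ontology enrichment of the paper.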

## 4. Discussion

In this study, we aimed to assess how cardiac stress of the growing heart after birth influences the transcriptome of cardiomyocytes. This helps us gain a better understanding of cardiomyocyte adaptation in pediatric patients with CHD. Therefore, we used a mouse model for early abnormal cardiac loading conditions and consequent pediatric heart failure. cKO mice develop cardiac stress resulting from left ventricular volume overload caused by mitral regurgitation starting at P10 and heart failure from P14 onwards [12]. Thus far, only a limited number of studies describes the cardiac response to volume overload and its impact on the cardiomyocyte transcriptome and cell-cycle activity in neonatal mice [21]. Studies have mainly focused on understanding cardiomyocyte renewal after injury, such as apical resection [22,23] and myocardial infarction [24,25,26,27]. Both methods cause massive damage and a high degree of cardiomyocyte apoptosis and infiltration of immune cells [28], a condition that may differ from cardiac stress observed in young patients with abnormal loading due to CHD. 

To assess the degree of cardiac stress in cKO mice, we determined the expression pattern of *Nppa*. By using in situ hybridization, we observed the expression of *Nppa* in the left ventricle and luminal site of the interventricular septum in cKO mice at P12, demonstrating that cardiac tissue in these regions was exposed to cardiac stress [14,19]. In cKO mice expressing *Nppa* in the ventricles, the HW/BW increased to more than 8 mg/g. In the healthy control mice and mice without ventricular *Nppa* expression, the HW/BW was about 6 mg/g. This indicates that *Nppa* can be a useful cardiac disease state marker in neonatal mice. 

In order to study the transcriptional response of cardiomyocytes to cardiac stress, we performed RNA-seq of PCM-1-positive nuclei. We selected the hearts of control and cKO mice according to their HW/BW and gave them a stress score of 0 or 1. Interestingly, the transcriptome between control mice and cKO mice with a stress score of 0 essentially did not differ, apart from the expression of Y-chromosome-linked genes highly expressed by the group of male cKO mice. This indicates that the lack of Fstl1 expression in endothelial cells did not affect cardiomyocyte gene expression in mice without cardiac stress. Furthermore, this also suggests that the impact of sex on the transcriptome of cardiomyocytes at this stage is limited. The transcriptional changes between cKO mice that experienced cardiac stress and control mice revealed a higher expression of genes important in the regulation of cell cycle progression and apoptosis such as *Anln*, *Myc*, and *Bcl2*. 

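Regulators of apoptosis did not move as a group between cKO mice with a stress score of 1 and control mice (25 measured, median log2 fold change -0.06, adjusted p = 0.553 from camera). None passed limma over all genes, while 1 (Bcl2) was higher and 1 (Egln3) lower adjusted over the list alone, and 2 were higher and 1 lower at an unadjusted p under 0.05. DESeq2 called the same 2 genes. The study chose both on these samples, so that these counts are not independent evidence. Bmf, which encodes a proapoptotic protein of the BCL2 family, had a log2 fold change of -2.01 (standard error 0.99, adjusted p = 0.662 from limma).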

Anllin (*Anln*) is known to be important for completion of the final part of cytokinesis, and a defect in localization of Anillin at the cleavage furrow was associated with binucleation in cardiomyocytes [29]. The proto-oncogene *Myc* drives proliferation in various tissues and is upregulated in many tumors [30]. However, although Myc was observed to bind its responsive elements in the heart, it fails to initiate proliferation due to the lack of its transcriptional co-factor P-TEFb [31]. Blc2 plays an important role in the regulation of cell survival, and overexpression of Bcl2 was shown to increase the number of cycling cardiomyocytes [32]. We also observed an upregulation of the cyclin-dependent kinase (CDK) inhibitor gene *Cdkn1a*. 

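Cdkn1a (ENSMUSG00000023067.8, chromosome 17 of mm10 from 29090976 to 29100727) had a normalized count of 929 in S1, 195 in S2 and 147 in S3, above every other mouse, against 53.7 ± 42.4 (SD, n = 3) in control mice and 55.7 ± 25.3 (SD, n = 3) in unstressed cKO mice. Against the 6 other mice its log2 fold change was 2.67 (standard error 0.58, adjusted p = 0.184 from limma, 6.91e-04 from DESeq2, range over the alternatives 3.59e-05 to 0.588). Against control mice alone it was 2.85 (standard error 0.69, adjusted p = 0.342 from limma, 0.296 from DESeq2, range 0.0330 to 0.851), and DESeq2 called it there without C2 (adjusted p = 0.0330). Cyclins, CDKs and CDK inhibitors moved up as a group relative to control mice (25 measured, median 0.19, adjusted p = 0.0177 from camera, adjusted p = 0.227 with an estimated correlation, 0.0647 without C2, 0.0642 without S3 and 0.0705 with a minimum of 50 in 3 libraries). So did the list of endothelial and endocardial cells by camera, a call lost with an estimated correlation (adjusted p = 0.347) and without S2 (0.328), C1 (0.110) or C3 (0.0545). Of the cyclins, CDKs and CDK inhibitors none passed limma over all genes, and 2 were higher and 0 lower adjusted over the list alone (DESeq2 called 1). These were Myc and Cdkn1a, which the study chose on these samples, so that they are not independent evidence. Genes that p53 activates, of which Cdkn1a is one, did not pass camera (21 measured, median -0.15, mean 0.17, adjusted p = 0.527). None passed limma over all genes, 1 (Cdkn1a) was higher adjusted over the list alone, and 4 were higher and 1 lower at an unadjusted p under 0.05 (DESeq2 called 0). Gtse1, which encodes a microtubule-bound regulator of p53, was at 35.0 ± 24.7 against 3.75 ± 4.37 (SD, n = 3 each), and Fas, a death receptor gene, at 7.41 ± 12.8 against 21.0 ± 9.88 (SD, n = 3 each). DESeq2's call of Cdkn1a against the 6 other mice was lost without C1 (adjusted p = 0.0797), U2 (0.0814), U3 (0.0899) or S1 (0.229). The list of cyclins, CDKs and CDK inhibitors did not pass camera between cKO mice with a stress score of 1 and unstressed cKO mice.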

The negative cell-cycle regulator *Cdkn1a* becomes highly expressed during postnatal development, preventing cardiomyocyte proliferation [33]. Next to cell-cycle genes, genes involved in cardiac hypertrophy such as *Acta1* and *Hdac5* were also expressed higher in cKO mice. 

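Genes of hypertrophy and cardiac stress moved up as a group in cKO mice with a stress score of 1 relative to control mice (35 measured, median log2 fold change 0.42, adjusted p = 0.00233 from camera, adjusted p = 0.227 with an estimated correlation). None passed limma over all genes, 8 were higher and 2 lower adjusted over the list alone, and DESeq2 called 3 higher. The list holds Acta1, Hdac5, Hand2 and Lmna, which the study chose on these samples, so that it is not independent evidence of its direction. Relative to the mean of the 9 libraries, the median log2 level of the list was 0.30 in S1, 0.19 in S3 and -0.04 in S2. S2 lay below C2 (-0.02) and C3 (0.06) and above C1 (-0.14). Without S1 the adjusted p from camera was 0.0496. Hdac5 (ENSMUSG00000008855.12, chromosome 11 of mm10 from 102194432 to 102230166) had a normalized count of 2588 ± 976 (SD, n = 3) against 821 ± 240 (SD, n = 3) in control mice. Its log2 fold change was 1.62 (standard error 0.28, adjusted p = 0.0955 from limma, 8.47e-04 from DESeq2, range over the alternatives 4.66e-05 to 0.492), 1.17 within series A and 1.85 within series B, and DESeq2's call was kept without each of the 6 mice in turn. Hand2, a transcription factor gene of heart development, had a log2 fold change of 1.27 (standard error 0.37, adjusted p = 0.474 from limma, 0.0332 from DESeq2, range 0.00798 to 0.766), and its call was lost without C1, C3, S1 or S2. Hand2 was at 507 (S1), 575 (S2) and 369 (S3), but also at 609.5 in U1, with 181 in U2 and 322 in U3. Nfatc2, which encodes a transcription factor of calcineurin signalling, was at 2124 ± 303 against 1221 ± 191 (SD, n = 3 each, adjusted p = 0.474 from limma). Hdac9 had a log2 fold change of 0.29 (standard error 0.23, adjusted p = 0.809 from limma). Nppa, the gene of atrial natriuretic factor, was at 208 in S1, 29.9 in S2 and 51.5 in S3, against 15.1 ± 5.79 (SD, n = 3) in unstressed cKO mice. Control mice were at 48.7 ± 53.5 (SD, n = 3), with 109.5 in C2. The log2 difference between cKO mice with a stress score of 1 and control mice was 1.16 (two-sided exact permutation test, p = 0.400), and from the 6 other mice 1.68 (p = 0.119 from the same exact test). DESeq2 called Nppa against the 6 other mice without C2 (adjusted p = 0.0317). Nppb, the gene of brain natriuretic peptide, was at 1011 ± 521 against 646 ± 41.0 (SD, n = 3 each, adjusted p = 0.797 from limma). The lists of the sarcomere (30 measured, median -0.11, adjusted p = 0.1115 from camera) and of calcium handling and ion channels (28 measured, median -0.08, adjusted p = 0.228) did not pass the test. The list of endothelial and endocardial cells had the same direction by camera as the hypertrophy list, with its call lost with an estimated correlation (adjusted p = 0.347) and without S2 (0.328), C1 (0.110) or C3 (0.0545).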

The histone deacytelase 5 (HDAC5) is highly expressed in the heart and regulates the transcription of genes by influencing chromatin state, and together with HDAC9, it suppresses hypertrophic growth under cardiac stress [34]. Our results are similar to a study of early pressure overload in neonatal rats [10] where the authors used bulk RNA-sequencing of right ventricular tissue and found that pressure overload caused an upregulation of genes involved in hypertrophy response as well as cell-cycle regulation. In contrast to our results, they also identified large sets of differentially expressed genes involved in cardiomyocyte maturation. 

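Nuclear-encoded genes of oxidative phosphorylation moved down as a group in cKO mice with a stress score of 1 relative to control mice. Of 73 measured genes none passed limma over all genes or adjusted over the list alone, and 4 were lower and 0 higher at an unadjusted p under 0.05 (DESeq2 called 0). Their median log2 fold change was -0.26, with an adjusted p of 0.00233 from camera, which became an adjusted p = 0.227 with an estimated correlation. Between cKO mice with a stress score of 1 and unstressed cKO mice the list did not pass camera. In the comparison with control mice the list of endothelial and endocardial cells passed camera, a call lost with an estimated correlation (adjusted p = 0.347) and without S2 (0.328), C1 (0.110) or C3 (0.0545). The ratio of cardiomyocyte genes to genes of other cells was lower in S1 (64.5) and S2 (51.9) than in each of the 7 other mice. Ndufs6, which encodes a subunit of complex I, was at a normalized count of 14.5 ± 6.49 against 57.1 ± 15.6 (SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.65, adjusted p = 0.510 from limma). Ndufs3, Ndufv3 and Ndufv1, also of complex I, had log2 fold changes of -0.85, -0.94 and -0.61. Of 25 glycolysis genes none passed limma over all genes or adjusted over the list alone, and 1 was lower and 0 higher at an unadjusted p under 0.05 (DESeq2 called 0). Gapdh had a log2 fold change of -1.02 (standard error 0.49, adjusted p = 0.654 from limma) and Ldha, the gene of lactate dehydrogenase A, of -0.56 (standard error 0.31, adjusted p = 0.714). The glycolysis list did not pass camera (median -0.11, adjusted p = 0.228), but did without S1 (adjusted p = 0.0496). Of 33 genes of fatty acid oxidation none passed limma over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 4, among them Fabp3 with a log2 fold change of 0.90, were higher and 2, among them Etfb with -0.91, lower (median 0.05, adjusted p = 0.211 from camera). The RNAs encoded in mitochondria, of which only mt-Rnr1 and mt-Rnr2 were measured, had log2 fold changes of 0.92 and 0.62, and the list did not pass camera (adjusted p = 0.0753). These changes rest mostly on S2, where the 2 RNAs made up 3.81% of the counts, against 1.15% in S1 and 1.13% in S3. Control mice were at 0.941 to 1.11%, and U3, an unstressed cKO mouse, at 3.84%.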

We did not detect significantly differential expression of genes involved in metabolic maturation such as oxidative phosphorylation or glycolysis. However, when comparing the most differentially expressed genes between control and cKO mice, lower expressed genes were involved in mitochondrial processes. The differences between the models (pressure overload versus volume overload) and use of whole right ventricular tissue RNA-seq [10] versus cardiomyocyte-specific nuclear RNA-seq (this study) may account for the differences observed. 

Based on the differential expression of cell-cycle genes, we hypothesized that cardiac stress influences the timing of cell-cycle arrest in cKO mice after birth. 

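Genes of the G2 and M phases moved up as a group in cKO mice with a stress score of 1 relative to control mice. Of 29 measured genes none passed limma over all genes, 2 (Anln and Mki67) were higher and 0 lower adjusted over the list alone, and 6 were higher and 0 lower at an unadjusted p under 0.05 (DESeq2 called 1, Anln). The median log2 fold change was 0.65, with an adjusted p of 8.89e-04 from camera, an adjusted p = 0.276 with an estimated correlation and 0.0337 without S2. The study chose Anln on these samples, so that its place in the list is not independent evidence. Between cKO mice with a stress score of 1 and unstressed cKO mice, of the same genotype, the list did not pass camera. Mki67, the gene of Ki-67 (ENSMUSG00000031004.7, chromosome 7 of mm10 from 135689784 to 135716361), had a normalized count of 808 ± 139 (SD, n = 3) against 352 ± 237 (SD, n = 3) in control mice and 452 ± 63.9 (SD, n = 3) in unstressed cKO mice. The log2 fold change of Mki67 from control mice was 1.41 (standard error 0.37, adjusted p = 0.474 from limma, 0.262 from DESeq2, range over the alternatives 0.00205 to 0.766), 2.29 within series A and 1.15 within series B, and DESeq2 called it without C2 (adjusted p = 0.00205) and with the title number series as a covariate (0.00290). Over the list, the median of log2 levels relative to the mean of the 9 libraries was 0.58 in S1 and 0.77 in S2 but -0.16 in S3, which lay below C2 at -0.01 and below all 3 unstressed cKO mice. Top2a, the gene of topoisomerase II alpha, was at 182 ± 68.8 against 74.2 ± 26.6 (SD, n = 3 each, adjusted p = 0.580 from limma). Genes of the S phase did not pass camera (23 measured, median 0.43, adjusted p = 0.185). None of them passed limma over all genes or adjusted over the list alone, and 0 were higher and 1 lower at an unadjusted p under 0.05. Mcm4, which encodes part of the replicative helicase, had a log2 fold change of 1.40 (standard error 0.76, adjusted p = 0.713 from limma). The list of endothelial and endocardial cells had the same direction by camera as that of the G2 and M phases, with its call lost with an estimated correlation (adjusted p = 0.347) and without S2 (0.328), C1 (0.110) or C3 (0.0545). From the higher expression of cell-cycle genes in cKO mice with a stress score of 1, the paper hypothesizes that cardiac stress changes when the cell cycle ends after birth. It examines this with Ki-67 staining and separately reports nuclear DNA content.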

We used Ki-67 as a marker for cell-cycle activity, as Ki-67 is expressed during all phases of the cell cycle [20]. It should be noted that Ki67 does not allow us to distinguish between proliferation and events of incomplete cell cycles such as multinucleation or polyploidization [35]. Studies in postnatal mice have identified that the final number of cardiomyocytes is reached 11 days after birth [8]. Accordingly, less than 2% of cardiomyocytes showed Ki-67-positive cardiomyocyte nuclei between postnatal day 14 and 16 [8]. At P12, we could detect only a low percentage of cycling cardiomyocytes (on average only 0.78%) and found no differences between control and cKO mice. At weaning, cardiomyocyte cell–cell cycle activity is completed [8,36], which explains why we could not detect any cycling cardiomyocytes in the ventricles of P19 mice. If early postnatal volume overload were to interfere with cardiomyocyte cell-cycle activity, it is likely that the onset of mitral regurgitation in our model occurs too late during postnatal development as mitral valves start being malformed from P10 onward when almost the final number of cardiomyocytes is reached [8,12]. Accordingly, studies using cardiac injury models have shown that the capacity of the heart to react to injury by proliferation is limited to two to three days after birth [24]. In a mouse model of pressure overload by neonatal transverse aortic constriction (TAC), it could be shown that TAC induced at P7 caused myocardial fibrosis and hypertrophy of cardiomyocytes [21]. However, when TAC was performed at P1, the number of cardiomyocytes positive for the mitosis marker phospho-Histone3 increased significantly when compared to sham mice. In addition, we did also not detect changes in ploidy levels between control and cKO mice. An increase in cardiomyocyte ploidy mainly occurs between the second and third weeks after birth, with a peak at postnatal day 14 [8]. Hence, it is possible that the volume overload could influence the cardiomyocyte ploidy levels after P12. Studies in a rat model of neonatal pressure overload demonstrated that polyploidization and multinucleation were increased upon cardiac stress [10].

Our results show that the murine neonatal heart responds to volume overload with only minor changes in the transcriptome of cardiomyocytes. Although the expression of cell-cycle genes was affected in mice experiencing cardiac stress, cardiomyocyte cell-cycle activity was unchanged. It remains challenging to translate this study to the human situation. In CHD patients, abnormal loading conditions usually occur from birth onward and cardiac maturation events such as the transition to cell-cycle arrest may be influenced by gestation time, age at weaning, as well as the intrauterine environment [37]. For example, in humans, the increase in cardiomyocyte ploidy levels persists until the end of the second decade after birth [9], whereas in mice, this process is completed three weeks after birth [8]. However, our study provides insights into the adaption of neonatal cardiomyocytes to cardiac stress and it will be interesting to investigate if similar transcriptional changes occur in pediatric patients with cardiac volume overload and early heart failure.

## Figures and Tables

**Figure 1:**
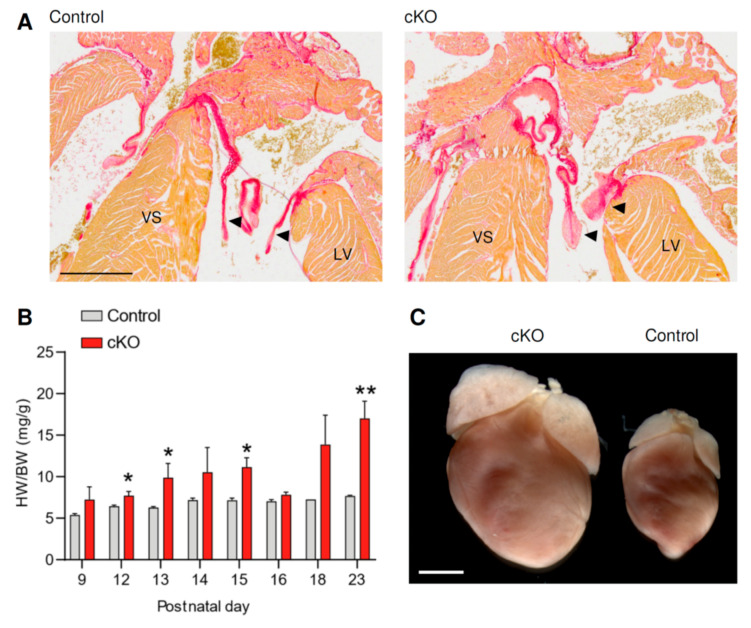
(**A**) Picrosirius red staining shows mitral valves of hearts from control and cKO mice at postnatal day (P) 12. Scale bar indicates 0.5 mm. VS: ventricular septum, LV: left ventricle. Arrowheads indicates mitral valves. (**B**) Hearts of cKO mice at P20 are enlarged. Scale bar indicates 2 mm. (**C**) Heart-weight-to-body-weight ratio (HW/BW) of control and cKO mice at different postnatal stages. * *p* < 0.05, ** *p* < 0.001 (unpaired Student’s *t* test).

**Figure 2:**
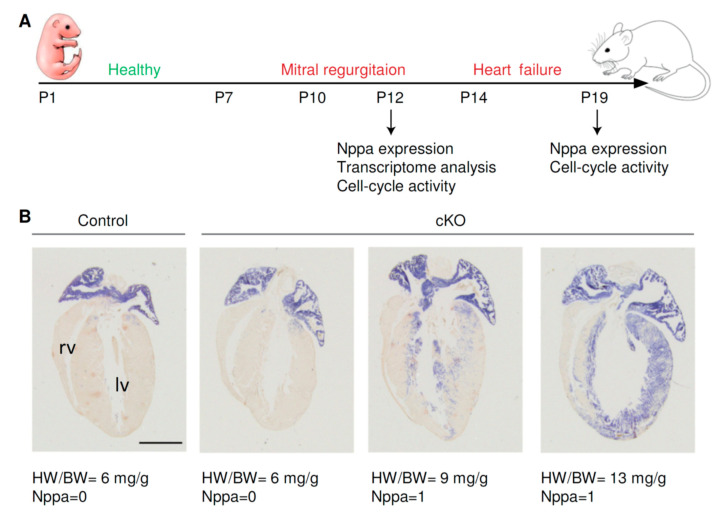
(**A**) Schematic overview of the performed experiments. Starting from postnatal day (P) 10, cKO mice develop mitral regurgitation and heart failure. The transcriptome and *Nppa* expression of cardiomyocytes were analyzed at P12. Cardiomyocyte cell-cycle activity was studied by staining with anti-Ki-67 at P12 and P19. (**B**) In situ hybridization shows the expression of *Nppa* in control and cKO hearts at P12. Mice that express *Nppa* in the left ventricle have higher heart-weight-to-body-weight ratios (HW/BW). According to the expression pattern of *Nppa*, hearts received a *Nppa* score of 0 (*Nppa* not expressed in the left ventricle or only expressed at the base of the in the left ventricle) and *Nppa* = 1 (*Nppa* expression in the left ventricle and luminal side of the interventricular septum). Scale bar indicates 1 mm. lv. Left ventricle; rv, right ventricle.

**Figure 3:**
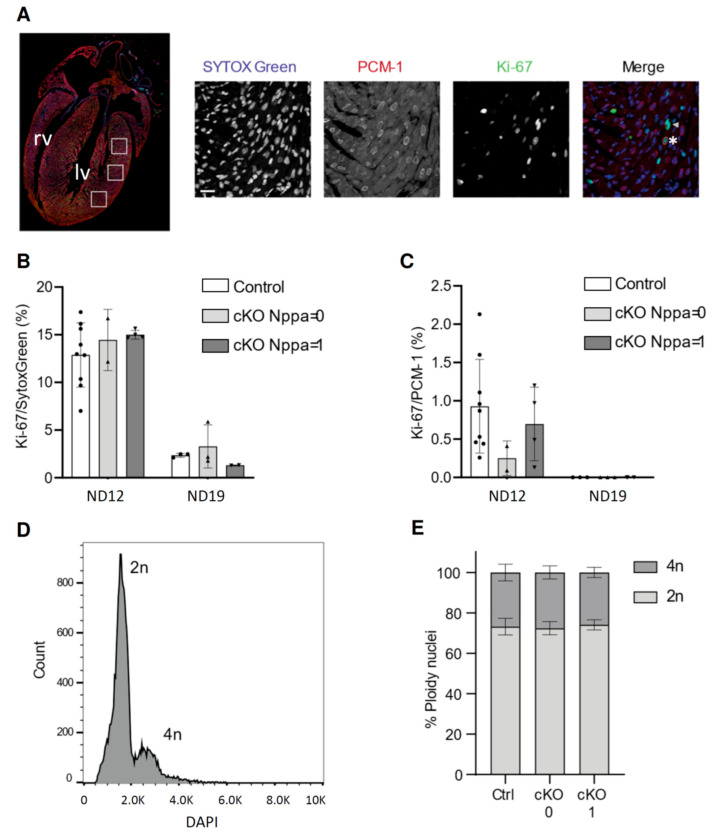
(**A**) Overview of regions within the left ventricle in which cell-cycle activity was determined. (**B**) Immunohistochemical staining of SYTOX Green as nuclear stain, pericentriolar material 1 (PCM-1), and Ki-67 of a part of the left ventricle at postnatal day (P) 12. The arrowhead indicates an example of a Ki-67-positive nucleus. * indicates a Ki-67 and PCM-1 double-positive nucleus. Scale bar indicates 10 μm. (**C**) Ratios of Ki-67-positive nuclei (PCM-1-negative) and Ki-67/PCM-1-positive nuclei in the left ventricles of P12 and P19 mice (P12: N*_Nppa_* = 9, N*_Nppa_*_ = 0_ = 2, N*_Nppa_*_ = 1_ = 4, P19: N_control_ = 3, and N*_Nppa_*_ = 1_ = 4). (**D**) DNA (DAPI intensity) histogram of cardiomyocyte nuclei. (**E**) Percentage of PCM-1-positive nuclei with a diploid (2n) and tetraploid (4n) DNA content of control and cKO mice based on the stress score according their heart-weight-to-body-weight ratios (HW/BW) (N_control_ = 3, N_cKO 0_ = 3, and N_cKO 1_ = 3). Lv. Left ventricle; rv, right ventricle.

**Figure 4:**
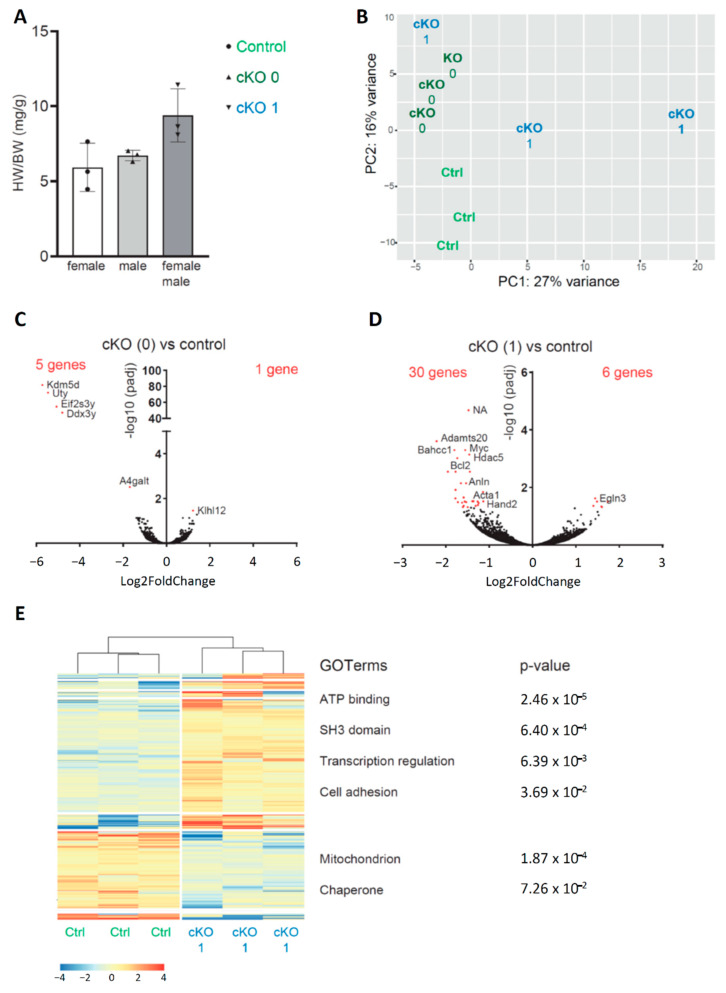
(**A**) Heart-weight-to-body-weight ratio (HW/BW) of mice used for sequencing (control: *n* = 3, cKO: *n* = 5). cKO mice with a HW/BW < 8 mg/g received a stress score of 0. cKO mice with HW/BW > 8 mg/g received a stress score of 1. (**B**) Principal component analysis shows clustering of the control samples and samples with a score of 0. Control samples and samples with different HW/BW scores are marked by different colors. (**C**) Volcano plot shows differential gene expression between control and cKO mice with a score of 0. Significantly differentially expressed genes (*p*-adjusted for multiple testing, false discovery rate < 0.05) are marked in red. (**D**) Volcano plot shows differential gene expression between samples of control and cKO with a score of 1. Significantly differentially expressed genes (*p*-adjusted for multiple testing, false discovery rate < 0.05) are marked in red. (**E**) Functional annotation heat map based on hierarchical clustering on the most differential expressed genes between control and cKO score = 1 (*p*-value < 0.05) and GO terms of groups of differentially expressed genes. The *p*-value of GO terms is corrected for multiple testing (Benjamini).

## Data Availability

The RNA-seq data has been deposited at the Gene Expression Omnibus under the following accession number GSE165134. An Excel file is available of the RNA sequencing data, containing normalized tag counts and differential expression analysis.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/jcdd8040038/s1, Figure S1: Bodyweight (g) of control and cKO mice during postnatal development, Figure S2: *Nppa* expression in control and cKO mice at postnatal day (P) 12, Figure S3: *Nppa* expression in control and cKO mice at postnatal day (P)19, Figure S4: FACS purification of cardiomyocyte nuclei, Figure S5: Volcano plot shows differential gene expression between control and cKO mice with a score of 1, and control and cKO mice with a score of 0.

## Sample Availability

Not available.

# Supplementary material for: Early Postnatal Cardiac Stress Does Not Influence Ventricular Cardiomyocyte Cell-Cycle Withdrawal
**Source:** J Cardiovasc Dev Dis. 2021 Apr 7;8(4):38. doi: 10.3390/jcdd8040038

Supplemental Figure 1

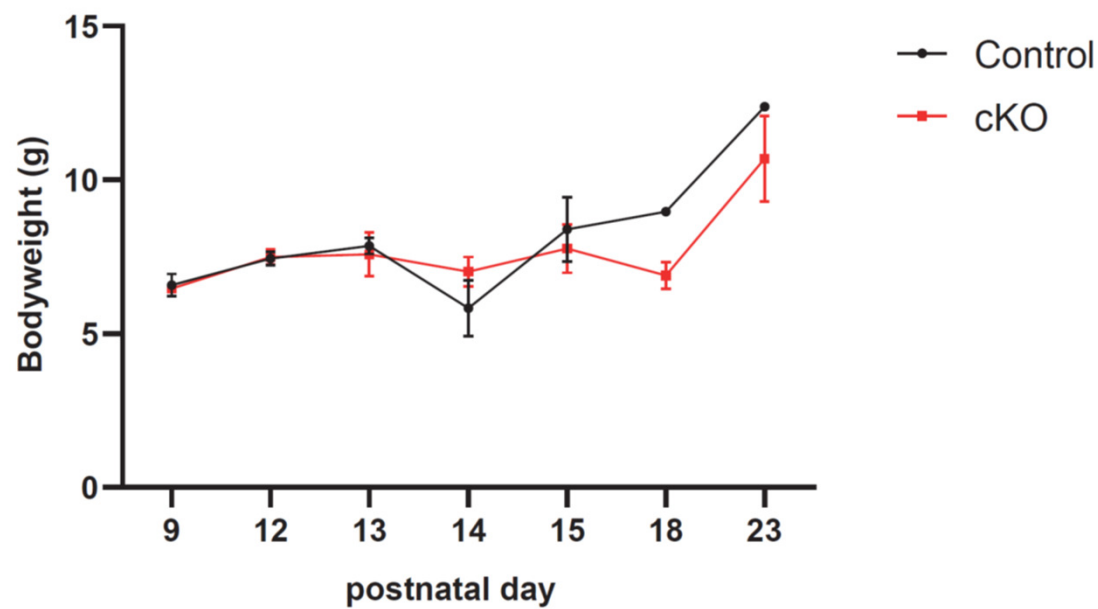

Supplemental Figure 2

Supplemental Figure 2

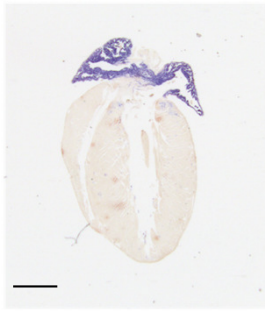

Control
HW/BW=6.2 mg/g
male
Nppa=0

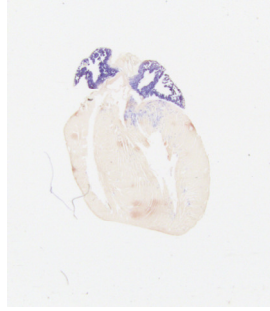

Control
HW/BW=6.9 mg/g
female
Nppa=0

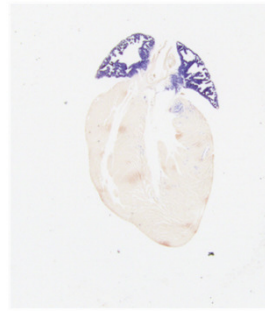

Control
HW/BW=6.6 mg/g
male
Nppa=0

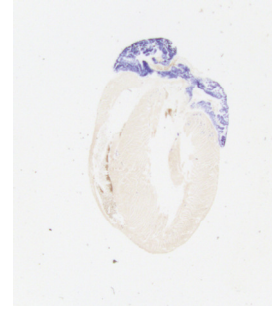

Control
HW/BW=6.2 mg/g
female
Nppa=0

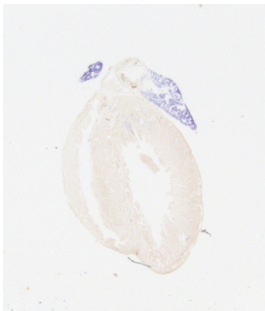

Control
HW/BW=6.1 mg/g
male
Nppa=0

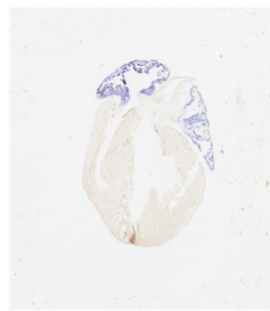

Control
HW/BW=6.0 mg/g
female
Nppa=0

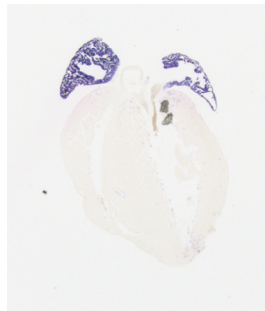

Control
HW/BW=6.1 mg/g
female
Nppa=0

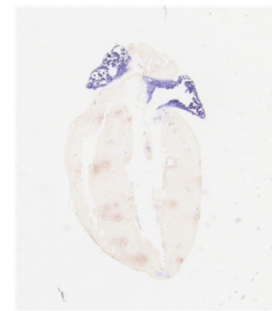

Control
HW/BW=6.3 mg/g
female
Nppa=0

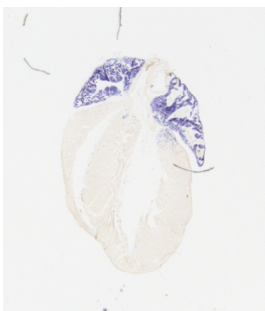

cKO
HW/BW=5.7 mg/g
female
Nppa=0

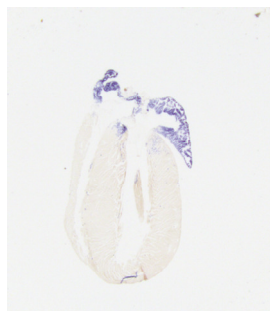

cKO
HW/BW=5.8 mg/g
female
Nppa=0

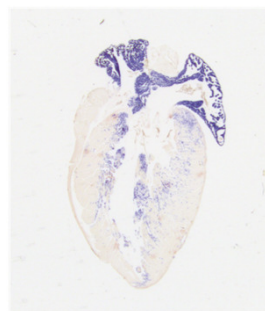

cKO
HW/BW=8.1 mg/g
female
Nppa=1

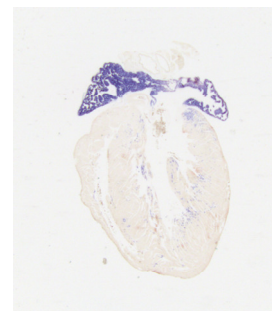

cKO
HW/BW=8.4 mg/g
male
Nppa=1

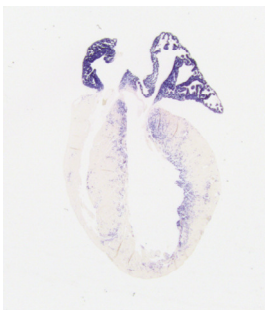

cKO
HW/BW=8.7 mg/g
female
Nppa=1

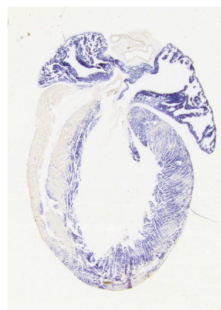

cKO
HW/BW=12.7 mg/g
male
Nppa=1

Supplemental Figure 3

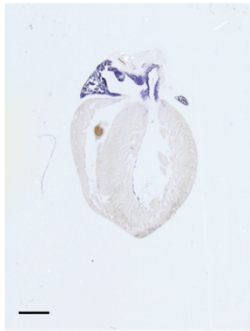

Control
HW/BW=7.3 mg/g
female
Nppa=0

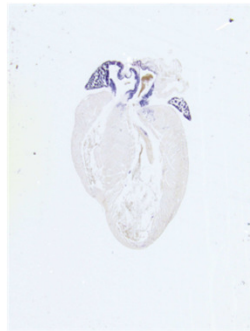

Control
HW/BW=6.8 mg/g
male
Nppa=0

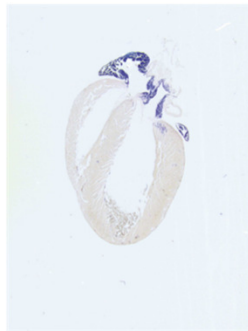

Control
HW/BW=6.1 mg/g
female
Nppa=0

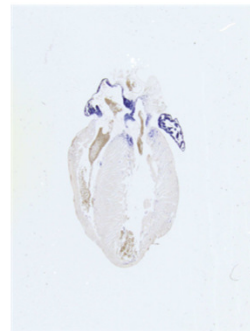

cKO
HW/BW=9.0 mg/g
female
Nppa=0

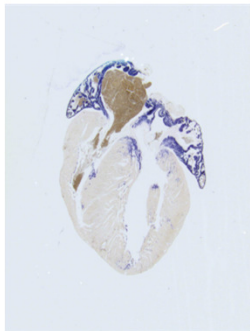

cKO
HW/BW=10.0 mg/g
female
Nppa=0

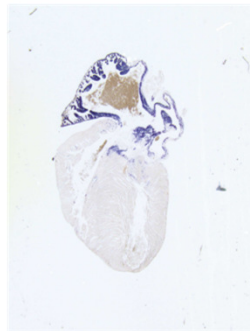

cKO
HW/BW=9.9 mg/g
female
Nppa=0

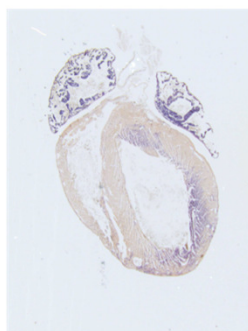

cKO
HW/BW=10.6 mg/g
female
Nppa=1

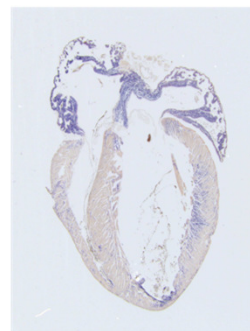

cKO
HW/BW=20.9 mg/g
male
Nppa=1

Supplemental Figure 4

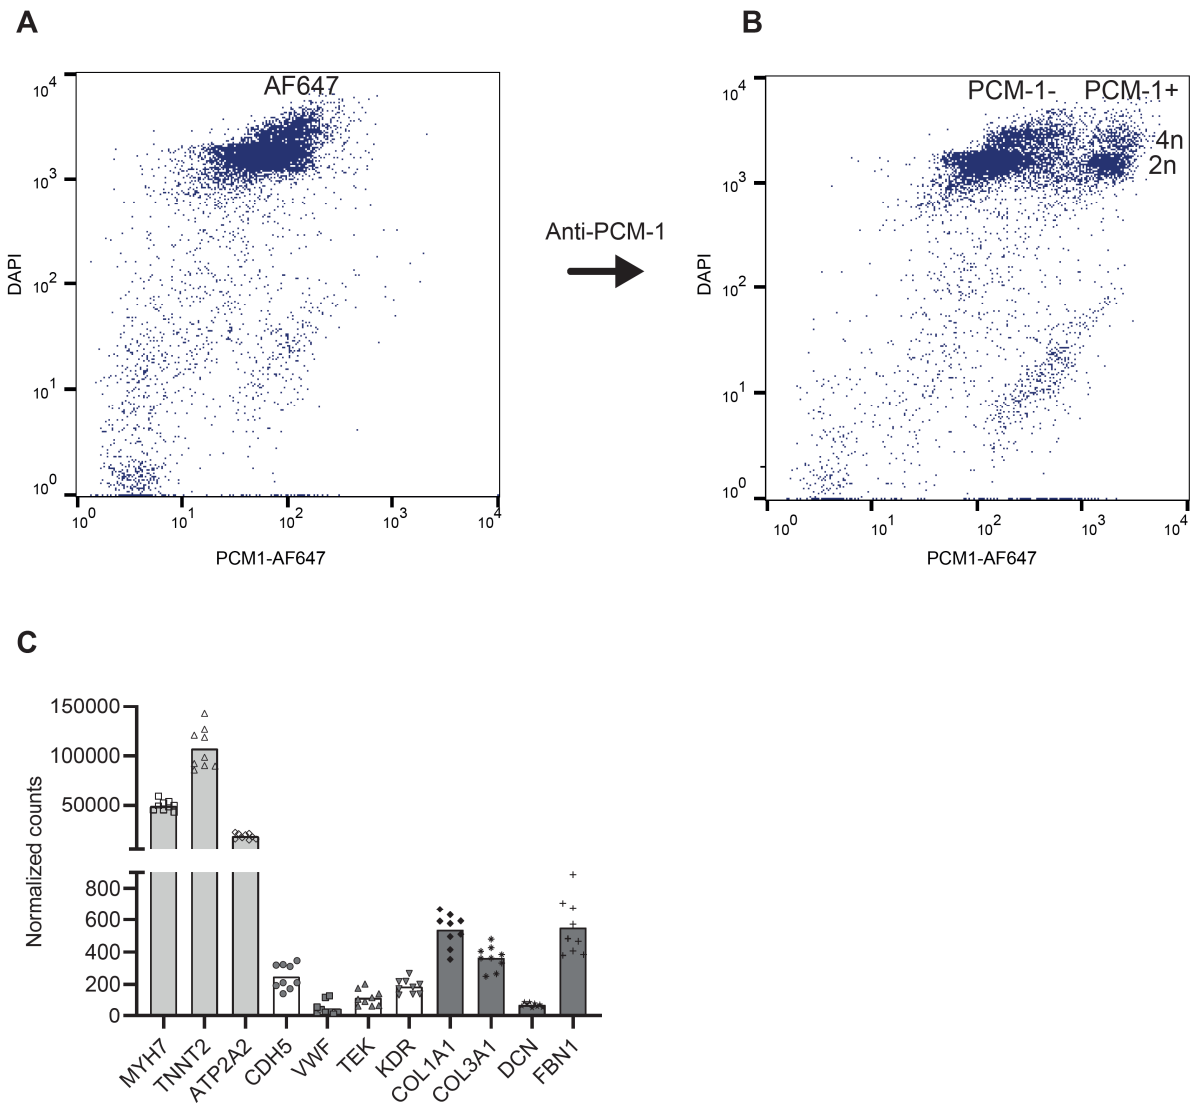

Supplemental Figure 5

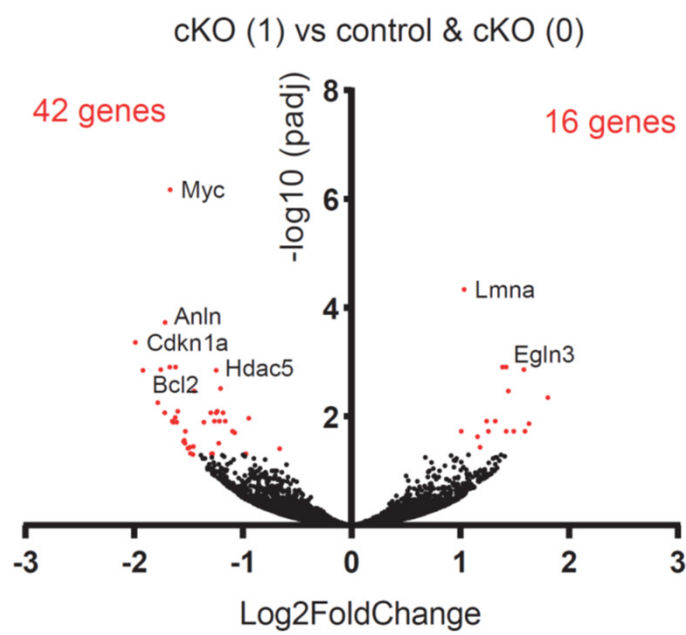

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

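Nuclear RNA of PCM-1-positive nuclei from the left ventricle was sequenced at an age of 12 days from 9 mice, 3 control mice (C1 to C3), 3 unstressed cKO mice with a stress score of 0 (U1 to U3) and 3 cKO mice with a stress score of 1 (S1 to S3). Each library was taken as a separate mouse from the sample labels. According to the paper, the control mice were female and the unstressed cKO mice male. The sex of each cKO mouse with a stress score of 1 and the heart weight per library are not given in the sources used here, and neither was inferred from the values. All 6 cKO libraries were used, although the paper also gives a smaller number of cKO mice for this experiment.

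The authors mapped the reads to mm10 with STAR and used DESeq2, as the paper and the submitters' processing notes state, without versions. The annotation release, the counting program and the use of strand are not given in the sources used here. The deposited values are normalized counts, a signal of reads per gene divided by 1 size factor per library. The table holds 41128 genes by Ensembl ID, of which 40254 were found in GENCODE M21, an annotation of the same build that was used for positions. Of 19316 genes without a symbol, 18579 were named from that annotation, and 16 symbols that had been turned into numbers were replaced from it. For 1143 genes the symbol in the table differed from that annotation. In every library 100% of the values above 0 were whole multiples of the value of 1 read (tolerance 0.001), so the read counts per gene could be recovered from the deposited values and passed to DESeq2 and edgeR.

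Recovered reads numbered 8262684 to 12597012 in control mice, 8804295 to 11341764 in unstressed cKO mice and 10805513 to 12698502 in cKO mice with a stress score of 1. The 10 most abundant genes took 41.3 to 47.2% of them. No library was a copy of another, since the counts of libraries of 1 group differed by a chi-square per degree of freedom of 24.3 (C1 and C3) to 76.7 (S1 and S3). Intervals were not computed from single counts, and the spread between mice sets the precision of every comparison.

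Analyses used R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Values were set to log2(normalized count + 1), and the 13454 genes with a normalized count of at least 10 in at least 3 libraries were tested with limma with a trend of the variance on the mean, two-sided, at a Benjamini-Hochberg adjusted p of 0.05. The 3 groups were fitted together (6 residual degrees of freedom) to compare unstressed cKO with control mice, cKO mice with a stress score of 1 with control mice, and both groups of cKO mice. Cardiac stress was also compared with the 6 other mice in a fit of 2 groups (7 residual degrees of freedom). limma was the main test because the table holds normalized values. DESeq2's Wald test used the deposited size factors and the groups compared, or all 9 libraries against the 6 other mice, and edgeR's quasi-likelihood test used TMM. DESeq2 gave an adjusted p for 15030 genes between unstressed cKO and control mice, 15277 between cKO mice with a stress score of 1 and control mice, 14937 against the 6 other mice and 15186 between the groups of cKO mice. Single values were compared with exact permutation tests, whose smallest p is 0.1 for 3 against 3 mice and 0.0119 for 3 against 6.

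Genes named in the text are those that the paper names for the RNA-seq, including its Supplementary Fig. S4C, the 10 with the smallest p in each direction of each comparison whether or not they passed the threshold, up to 4 members with the smallest p of each gene list, and the 10 with the largest weights on each of the first 2 principal components. Any other gene is named as chosen after its values were seen. The result for 1 gene that the rule takes is not reported here. The 30 gene lists, with 855 genes, were S phase, G2 and M phases, cyclins with CDKs and CDK inhibitors, p53 targets, apoptosis regulators, hypertrophy and cardiac stress, immediate early genes, nuclear-encoded oxidative phosphorylation, mitochondrial ribosome with import and translation, glycolysis, fatty acid oxidation, chaperones, unfolded protein and amino acid stress response, HIF targets, sarcomere, calcium handling and ion channels, cell adhesion and extracellular matrix receptors, SH3 domain proteins, and RNA encoded in mitochondria. They further included cytosolic ribosomal proteins, nuclear long noncoding RNA, Y-linked genes and X-linked genes with a sex bias. Markers of other cells were listed for endothelial and endocardial cells, fibroblasts, smooth muscle cells and pericytes, leukocytes, erythroid cells, atrial cardiomyocytes, and epicardium, valve and neural cells. They were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 30 lists. The gene ontology enrichment of the paper was not repeated, and the lists are a different measure from it. Principal components and distances between libraries used the 500 most variable genes.

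The limma and DESeq2 steps were tested on simulated counts drawn from the means and library sizes of these libraries with 100 genes changed 2-fold and 100 changed 4-fold. For cKO mice with a stress score of 1 against the 6 other mice (13534 genes), limma recovered 13 and 50 of them with 14 false calls, and DESeq2 20 and 65 with 39 false calls. For both groups of cKO mice, limma recovered 7 and 48 with 3 false calls and DESeq2 16 and 56 with 27. For unstressed cKO against control mice, DESeq2 recovered 22 and 55 with 25 false calls.

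The alternatives were pseudocounts of 0.5 and 10, no filter or a minimum of 50, the same total per library, quantile normalization, limma without trend, with a robust estimate or with array weights, fits of only the groups compared, the title number series as a covariate, DESeq2 on all 9 libraries or on only the groups compared, edgeR, a contrast with the mean of both other groups, leaving out each library in turn, the 2000 most variable genes or every gene that passed the filter, the Spearman correlation as a distance, and DESeq2's variance stabilizing transformation. DESeq2's counts as results of their own, with a prior on fold changes, re-estimated size factors, genes with no reads left out, the title number series as a covariate, all 9 libraries or each library left out, and the regularized log were added after the data had been seen. The range given beside an adjusted p covers the alternatives of limma and those of DESeq2, including the ones added. Splits of the same libraries, the real one included, were counted, 10 for 3 against 3 and 84 for 3 against 6. Shared calls were compared with 20 simulations of unchanged groups, drawn with 1 mean and 1 dispersion per gene for all groups.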

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

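All 3 tests of Gm26917, its ratio to Gm42418, its difference with the title number series as a covariate and its difference from mice of either sex, were chosen after its result had been seen. Gm26917 (chromosome 17 of mm10 from 39843013 to 39846341), a noncoding gene that the paper does not discuss, had the smallest p of limma between cKO mice with a stress score of 1 and control mice among the genes the paper does not name, with normalized counts of 13412, 9593 and 11928 against 5001, 3385 and 3034. The log2 fold change was 1.63 (standard error 0.27, adjusted p = 0.0955 from limma, 2.36e-05 from DESeq2, range over the alternatives 4.21e-08 to 0.495), and it was at 5228 ± 2168 (SD, n = 3) in unstressed cKO mice. Ribosomal RNA carried over at 1 fixed ratio would raise the neighboring gene Gm42418 by as much. The log2 ratio of the 2 genes was instead higher by 0.802 than in the 6 other mice (two-sided exact permutation test, p = 0.0357). The groups overlapped, with -5.63 in U2 and -5.76 in S3. This argues against 1 fixed ratio only. Both genes overlap ribosomal RNA sequence, so ribosomal RNA carried over at a varying ratio stays open. A difference between the title number series as the whole cause is argued against by a log2 difference of 1.54 (standard error 0.28, adjusted p = 0.148 from limma) with the series as a covariate, while the differences of 1.18 within series A, with 1 control mouse, and 1.90 within series B, with 1 cKO mouse with a stress score of 1, have no replicate check. Sex as the whole cause is argued against by the difference from both the control mice, female in the paper, and the unstressed cKO mice, male in the paper, the smaller being a log2 difference of 1.24 (standard error 0.27). Reads shared with other copies of ribosomal DNA and cardiac stress itself stay open and were not tested, so that a higher level of Gm26917 with cardiac stress is a hypothesis.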

How the results depend on the processing

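DESeq2's counts as results of their own and their alternatives, and the regularized log, were chosen after the data had been seen. By limma, the count of 0 changed genes between unstressed cKO and control mice became 3 with a pseudocount of 10 or quantile normalization, 4 with array weights, only the groups compared or the title number series as a covariate, and 9 with DESeq2 on only the groups compared. Between cKO mice with a stress score of 1 and control mice, 0 became 2 without trend, 1 with only the groups compared, 29 with DESeq2 on only the groups compared and 48 with DESeq2 on all 9 libraries. Against the 6 other mice, 1 became 0 with a pseudocount of 0.5, no filter on low values, the same total per library, quantile normalization, array weights or a contrast with the mean of both other groups, 2 with a pseudocount of 10 or a robust estimate, 4 with the series as a covariate and 58 with DESeq2. Between both groups of cKO mice, 0 became 1 without trend, 22 with DESeq2 on all 9 libraries and 27 with DESeq2 on only the groups compared. DESeq2's own counts moved from 9 to 0 with all 9 libraries and 4 with the series as a covariate, from 29 to 48 and 153 under the same settings, and from 27 to 65 with the series. With each library left out in turn, limma's counts ranged from 0 (without C1) to 4 (without S2) for unstressed cKO against control mice, 0 (C2) to 3 (C1) for cKO mice with a stress score of 1 against control mice, 0 (C1) to 3 (U1) against the 6 other mice and 0 (C1) to 6 (S3) between the groups of cKO mice. DESeq2's ranged in that order from 6 (C3) to 63 (C1), 27 (C3) to 99 (S3), 47 (S1) to 135 (S3) and 14 (U2) to 74 (S3). Differences in distance between libraries had an exact p of 0.0119, which became 0.190 after quantile normalization and 0.0833 after the variance stabilizing transformation or the regularized log, and 0.0179 (C1) to 0.107 (S3) with a library left out. Of 30 gene lists, camera called 2, 8, 8 and 6 in the 4 comparisons in that order, 0 in each with an estimated correlation, 1 with a minimum of 50 for the first and 3 with the series as a covariate for the last. The Y-linked list was among those called in the first, second and last comparison. Leaving out a library gave 1 (C3) to 6 (U2), 5 (S2) to 10 (S1), 1 (S2) to 11 (S3) and 3 (U2) to 7 (U1) lists. The log2 difference of the ratio of cardiomyocyte genes to those of other cells was -0.243 between unstressed cKO and control mice, reversed to 0.0281 with medians of log2 ratios (exact p = 0.900), and against the 6 other mice it was -0.366 and with medians -0.632 (exact p = 0.0119). Leaving out a library gave -0.297 (C3) to -0.136 (C2) and, for cKO mice with a stress score of 1, -0.750 (S3) to -0.278 (S2) against control mice, -0.629 (S3) to -0.156 (S2) against the 6 other mice and -0.507 (S3) to -0.0349 (S2) against unstressed cKO mice. The log2 difference of Fstl1 between unstressed cKO and control mice was -0.16, reversed to 0.0611 without U1 (adjusted p = 0.9995 from limma) and was -0.357 without U3. That of Nppa kept its sign and stayed short of the threshold in all 67 values of the alternatives set before the data were examined, with -1.91 (C1) to -0.119 (C2) between unstressed cKO and control mice, 0.290 (C1) to 2.08 (C2) between cKO mice with a stress score of 1 and control mice, 0.887 (S1) to 2.27 (S2) against the 6 other mice and 1.40 (S1) to 2.78 (S2) against unstressed cKO mice, but DESeq2 with a library left out called it against the 6 other mice without C2 (adjusted p = 0.0317) and against unstressed cKO mice without S2 (0.0170) or S3 (0.0464). Over the alternatives, 29 of 46 values of DESeq2's counts, 54 of 91 of limma's and 38 of 52 of the list counts stayed within 1.5 times the reported value. Of 868 values for 52 single gene results, 764 kept direction and side of the threshold, 10 lost and 93 gained a call and 1 reversed, and of 338 values for 26 single list results, 262 kept both, 75 lost and 1 gained a call. For every change above, the cause was not tested. In simulated counts of this depth and number of mice, 4-fold changes were recovered in 42 of 100 genes between unstressed cKO and control mice and 46 of 100 between cKO mice with a stress score of 1 and control mice by limma, and 2-fold changes in 11 of 100 for both, so that most 2-fold changes were not detectable. No paired analysis was possible because the groups share no mouse or replicate numbers.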

Differences from the paper's values

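Fits with a prior on fold changes and the other settings of DESeq2's own counts were chosen after the values had been seen, and all other alternatives here were set before the data were examined. The paper and the counts below use an adjusted p of 0.05. Between unstressed cKO and control mice, the paper's count of differentially expressed genes is 6, and limma gave 0. The value was within 1.5 times the paper's with array weights, only the groups compared, the title number series as a covariate, without S2 or without S3 (4 each) and with DESeq2 on only the groups compared (9). It was not with pseudocounts of 0.5 (0) or 10 (3), no filter (0), a minimum of 50 (0), the same total (0), quantile normalization (3), no trend (0), a robust estimate (0), DESeq2 on all 9 libraries (0), edgeR (0), or without C1, C2, C3, U1, U2, U3 (0 each) or S1 (3). The paper gives 40 as a lower bound of the -log10 adjusted p of Kdm5d, Uty, Eif2s3y and Ddx3y, and the lowest of the 4 was 1.05 by limma. No alternative set before the data were examined reached it, the highest being 11.3 with DESeq2 on only the groups compared and 5.04 with limma on only those groups, and the lowest 2.08e-04 with a robust estimate. DESeq2 on all 9 libraries gave no such value, since at least 1 of the 4 genes got no adjusted p there. DESeq2 with a prior on fold changes, chosen after the values had been seen, gave 47.1 and called 6 of the 6 genes the paper names, dropping 0, with 6 genes called in all.

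Between cKO mice with a stress score of 1 and control mice, the paper counts 30 genes as higher, and limma gave 0. Within 1.5 times the paper's value were DESeq2 on all 9 libraries (37) and on only the groups compared (25), while all other alternatives set before the data were examined, each library left out included, gave 0 to 3. Of the lower genes, about 6 are marked in Fig. 4D, read by eye, and limma gave 0. DESeq2 on only the groups compared gave 4, within 1.5 times, whereas DESeq2 on all 9 libraries gave 11, limma without trend 2 and all others 0. Against control and unstressed cKO mice together, the paper counts 42 genes as higher and 16 as lower, and limma gave 1 and 0. DESeq2 on all 9 libraries gave 36 and 22, both within 1.5 times the paper's, while all other alternatives set before the data were examined gave 0 to 4 higher and 0 to 3 lower. With a prior on fold changes, chosen after the values had been seen, DESeq2 called 30 higher and 6 lower genes against control mice and 44 and 19 against the 6 other mice, and it dropped 0 of the 9 and 0 of the 4 genes the paper names there. Re-estimated size factors (28 and 6 against control mice, 37 and 22 against the 6 other mice) and leaving out genes with no reads (29 and 7, 36 and 22) also came within 1.5 times the paper's values and were chosen after the values had been seen. DESeq2 with the title number series as a covariate, also chosen after the values had been seen, gave 102 higher and 51 lower genes against control mice, beyond 1.5 times the paper's values, 56 and 30 against the 6 other mice, of which only the first was within 1.5 times, and 4 genes between unstressed cKO and control mice.

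Genes that the paper calls and limma did not were called under these settings. Kdm5d, Uty and Eif2s3y passed in limma with a pseudocount of 10, quantile normalization, the series as a covariate, without S1, S2 or S3, and with array weights and only the groups compared, and Ddx3y with the last 2 of these, the series as a covariate and without S2 or S3. All 4, A4galt and Klhl12 passed in DESeq2 on only the groups compared and, chosen after the values had been seen, with re-estimated size factors or genes with no reads left out. Between cKO mice with a stress score of 1 and control mice, Myc, Anln, Bcl2, Acta1, Egln3, Hdac5, Adamts20 and Bahcc1 passed in DESeq2 on all 9 libraries and on only the groups compared, Hand2 in the latter, Hdac5 and Bahcc1 in limma without C1 (adjusted p = 0.0468 each) and Adamts20 in limma without S3 (adjusted p = 0.0378). Against the 6 other mice, Anln, Bcl2 and Cdkn1a passed in DESeq2 on all 9 libraries. The settings of DESeq2's own counts that were chosen after the values had been seen (re-estimated size factors and genes with no reads left out) called the same genes as DESeq2 on only the groups compared did against control mice, and the same 3 against the 6 other mice. With the series as a covariate DESeq2 called 4 of the 6 genes the paper names between unstressed cKO and control mice (the Y-linked genes), all of those above except Acta1 between cKO mice with a stress score of 1 and control mice, and the same 3 against the 6 other mice. With 1 library left out, also chosen after the values had been seen, each of these genes was called in at least 1 fit. The paper states that the first principal component separates the genotypes and, more tentatively, relates the second to the stress phenotype. Here the second component of the variance stabilized values parted control from cKO mice (exact permutation test, p = 0.0119) and the first did not (exact p = 0.690), while cKO mice with a stress score of 1 did not differ from the other mice beyond the spread on the first (exact p = 0.0595) or the second component (exact p = 0.321). The regularized log, chosen after the values had been seen, gave an exact p of 0.0119 for genotype on the second component and 0.714 on the first.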

Other observations

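The tests of library S1 and of a mislabelled C1 were chosen after their results had been seen, as were DESeq2's fits with a library left out. The paper does not report a comparison within the cKO genotype, of mice with a stress score of 1 against unstressed ones, in which DESeq2 called Rxfp1 and Myc higher and Phyhip and Rpl3l lower while limma called none of them. Rxfp1, which encodes a relaxin receptor, was at a normalized count of 677 ± 436 (SD, n = 3) against 164 ± 2.35 (SD, n = 3) in unstressed cKO mice, with 1180 in S1, a log2 fold change of 1.86 (standard error 0.36, adjusted p = 0.212 from limma, 8.44e-04 from DESeq2, range over the alternatives 6.62e-05 to 0.972). Control mice were at 286 (C1), 236 (C2) and 413 (C3), so that S2 (412) and S3 (439) lay close to C3. Phyhip was at 47.0 ± 16.8 against 243 ± 41.3 (SD, n = 3 each), a log2 fold change of -2.40 (standard error 0.45, adjusted p = 0.178 from limma, 1.06e-04 from DESeq2, range 3.06e-05 to 0.995). Myc had a log2 fold change of 2.00 (standard error 0.35, adjusted p = 0.178 from limma, 1.06e-04 from DESeq2, range 8.17e-05 to 0.918), and DESeq2's calls of these 3 genes were kept without each of the 6 mice in turn. Rpl3l, which encodes a ribosomal protein of striated muscle, was at 349 ± 156 against 1036 ± 248 (SD, n = 3 each), while control mice were at 592 ± 182 (SD, n = 3). From unstressed cKO mice its log2 fold change was -1.67 (standard error 0.35, adjusted p = 0.328 from limma, 0.0184 from DESeq2, range 0.00327 to 0.972), and DESeq2's call was lost without U1 (0.106) or U2 (0.0984). Itga5, the gene of the fibronectin receptor subunit integrin alpha 5, was at 3382 ± 597 against 1783 ± 250 (SD, n = 3 each), and passed neither limma (adjusted p = 0.557) nor DESeq2 (0.0638), except by DESeq2 without S3 (0.0439) and with the title number series as a covariate (0.0384). Phyhip was also called lower by DESeq2 against the 6 other mice (adjusted p = 0.00119), as Elf4, a transcription factor gene, was called higher (log2 fold change 1.31, adjusted p = 0.197 from limma, 0.00801 from DESeq2, range 2.90e-04 to 0.588), a call lost without S1 (0.225). By limma, 0 genes passed between the groups of cKO mice and 853 at an unadjusted p under 0.05 (414 higher and 439 lower, where chance gives 673 in all), by edgeR 0 and 845, and by DESeq2 27 (16 higher and 11 lower). Of 13454 genes, 11.35% had all 3 mice of one group above or below all 3 of the other, where chance gives 10%.

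Between the same groups, genes of hypertrophy and cardiac stress moved up as a group (35 measured, median log2 fold change 0.37, adjusted p = 4.02e-04 from camera, adjusted p = 0.234 with an estimated correlation), with 3 higher and 3 lower adjusted over the list alone, among them Hdac5 with 1.15 and Lmna with -1.10, and 0 over all genes. The study chose Hdac5 and Lmna on these samples, so that the list is not independent evidence of its direction. Relative to the mean of the 9 libraries, its median log2 level in S2 was -0.04, below U3 (0.02) and above U1 (-0.25) and U2 (-0.14). Cell adhesion and extracellular matrix receptors passed camera (38 measured, median 0.11, adjusted p = 0.0399, adjusted p = 0.235 with an estimated correlation), with 1 (Itga5) higher adjusted over the list alone. That call was lost without U1 (0.113), U2 (0.0864), S1 (0.0990) or S3 (0.105), and also after quantile normalization (0.198), with a minimum of 50 in 3 libraries (0.0529) and with the title number series as a covariate (0.192). Genes of the mitochondrial ribosome moved down (61 measured, median -0.26, adjusted p = 0.0156, adjusted p = 0.235 with an estimated correlation, lost also without U2 at 0.0658, U3 at 0.118 or S2 at 0.107, with a minimum of 50 at 0.0594 and with the series covariate at 0.0502), with 0 adjusted over the list alone and Mrps24 at a log2 fold change of -1.52. Glycolysis moved down (25 measured, median -0.24, adjusted p = 0.0156, adjusted p = 0.545 with an estimated correlation, lost also without U2 at 0.0864, U3 at 0.237 or S2 at 0.354 and with the series covariate at 0.0538), with 0 adjusted over the list alone and Eno3, a muscle enolase gene, at -0.99. HIF targets moved down (25 measured, median -0.41, adjusted p = 0.0156, adjusted p = 0.234 with an estimated correlation, lost also without U3 at 0.118 or S2 at 0.112), with 1 lower adjusted over the list alone, Egln3, which the study chose, and Hif3a at -1.78. The Y-linked list moved down (4 measured, median -4.89, adjusted p = 1.07e-07 from camera, adjusted p = 0.234 with an estimated correlation), with 4 lower adjusted over the list alone. This move lay in S1 and S2, with Kdm5d at 5.41 and 3.42. S3 was at 841, within the 705 to 893 of the unstressed cKO mice. The mice with a stress score of 1 thus differ among themselves in Y-linked reads, which argues against a response to stress. The list of endothelial and endocardial cells did not pass here (median 0.00, mean 0.22, adjusted p = 0.377 from camera). Nor did those of the G2 and M phases, cyclins with CDKs, immediate early genes and oxidative phosphorylation, which passed against control mice. Camera called only the 6 lists above between these groups.

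Of the lists not given at the paper's conclusions, between cKO mice with a stress score of 1 and control mice the Y-linked list moved up (4 measured, median 2.92, adjusted p = 0.00233 from camera, adjusted p = 0.358 with an estimated correlation, 0.561 without S3), with 0 adjusted over the list alone. Kdm5d was at 841 in S3, while S1 (5.41) and S2 (3.42) were close to the control mice (at most 4.73). X-linked genes with a sex bias (10 measured, median -0.14, adjusted p = 0.358 from camera), HIF targets (25 measured, median -0.36, adjusted p = 0.106, 1 lower adjusted over the list alone, Egln3), genes of the unfolded protein and amino acid stress response (18 measured, median 0.14, adjusted p = 0.527), cytosolic ribosomal proteins (46 measured, median 0.01, mean -0.06, adjusted p = 0.642) and nuclear long noncoding RNA (10 measured, median 0.05, adjusted p = 0.464, 1 higher adjusted over the list alone, Gm26917) did not pass. In the list of the unfolded protein and amino acid stress response, 1 gene was higher adjusted over the list alone, Aldh18a1, an enzyme gene of proline synthesis, at 90.9 ± 11.1 against 18.1 ± 12.1 (SD, n = 3 each). Against the 6 other mice, 8 lists passed camera, each lost with an estimated correlation. They were hypertrophy (adjusted p = 5.97e-04, adjusted p = 0.136 with an estimated correlation), the G2 and M phases (0.00696 and 0.327), the mitochondrial ribosome (0.00696 and 0.136), oxidative phosphorylation (0.00751 and 0.136), immediate early genes (0.0161 and 0.2996), cyclins with CDKs (0.0191 and 0.136), HIF targets (0.0191 and 0.136) and glycolysis (0.0436 and 0.651). Without S2 the calls of all of these except hypertrophy were lost, with adjusted p-values of 0.181, 0.0758, 0.111, 0.292, 0.0758, 0.147 and 0.603 in that order. S2 had the lowest ratio of cardiomyocyte genes to genes of other cells, 51.9. Against the 6 other mice the log2 difference of that ratio was -0.366 by sums (exact permutation test, p = 0.119) and -0.632 by medians (p = 0.0119 from the same test). The call of immediate early genes was also lost without C1 (0.0533), that of HIF targets without U3 (0.0592), that of cyclins without U3 (0.0544) or S3 (0.0607) and with a minimum of 50 (0.0978), and that of glycolysis without C1 (0.0685), C2 (0.0527), U2 (0.0994), U3 (0.153) or S3 (0.0650). Of 25 genes called higher by DESeq2 against control mice and 16 against unstressed cKO mice, 4 were shared, where independent lists would share 0.0274 and simulated unchanged groups shared 0.2 on average and 1 at most. Part of that excess may come from the shared mice with a stress score of 1, and DESeq2's first count moved to 153 with the title number series as a covariate. The simulated groups held no difference between series and 1 dispersion per gene, so they may understate how many calls chance shares.

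Other splits of the same libraries gave counts as large as the real ones. Each number of splits below includes the real split itself. Where the real count is 0, every split is as large by construction, so that number carries no information. For cKO mice with a stress score of 1 against the 6 other mice, 9 of 84 splits gave as many genes by limma (real 1, highest other 8), 7 as many by DESeq2 (real 58, highest other 131, for C2, S1 and S3) and 6 as many lists (real 8, highest other 10), so that chance is not excluded for any of the 3 counts. The split that follows the title number series, C2, C3 and S3 against the rest, gave 5 genes by limma and 128 by DESeq2, and with the series as a covariate the real split gave 4 and 86. For 3 against 3 mice, the 10 splits are too few for a share under 0.05. Between unstressed cKO and control mice, the real and the highest other count were 0 and 3 by limma (10 splits as large), 9 and 119 by DESeq2 (4 as large, 119 for C1, U2 and U3) and 2 and 3 lists (3 as large). Between cKO mice with a stress score of 1 and control mice, they were 0 and 1 by limma (10 as large), 29 and 63 by DESeq2 (2 as large, 63 for C1, S1 and S2) and 8 and 8 lists (3 as large). Between the groups of cKO mice, they were 0 and 1 by limma (10 as large), 27 and 37 by DESeq2 (3 as large) and 6 and 7 lists (2 as large). Against the 6 others, the split of C1, U2 and U3 gave 8 genes by limma and 98 by DESeq2, and that of C2, S1 and S3 gave 0 and 131. Against 3 mice, the split of C1, U2 and U3 gave 3 and 119. The counts of DESeq2 several times the real one may come from a structure of the samples other than genotype and stress or from unstable calls with so few mice, which was not tested.

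Control library C1 had a normalized count of Xist of 787, against 27010 in C2 and 37215 in C3, and next to no reads of Y-linked genes. A male library with a wrong label is argued against by the 4 Y-linked genes, whose median log2 level in C1 was lower than in unstressed cKO mice by a log2 difference of -7.35, and a loss of nuclear noncoding RNA by Malat1, Neat1, Kcnq1ot1 and Meg3, which had a median log2 difference of 0.253 from C2 and C3. A pair of active X chromosomes without Xist is argued against by 394 X-linked genes, with a median of -0.0934 relative to 12950 autosomal genes (95% interval -0.194 to -0.00488 over 2000 resamples of the X-linked genes in C1). That interval holds no spread between mice. The other libraries lay between -0.0913 (U1) and 0.0900 (S1). Genes that escape X inactivation, Kdm6a, Kdm5c, Eif2s3x and Ddx3x, had a median of -0.833 in C1. The unstressed cKO mice were at -0.724, -0.658 and -0.811, and C2 and C3 at 0.0609 and -0.0609. S3, with low Xist and Y-linked reads, was at only -0.389. In C1 Eif2s3x was at -0.0647, between C3 (-0.329) and C2 (0.329). A single X chromosome in this mouse or in most of its nuclei would go with the median in C1, which rests on 1 library. No biological explanation from the design was tested for it.

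Library S1 lay apart from the other 8 on the first principal component. Its 11774434 recovered reads were within the range of the others, which argues against the number of reads as the cause. Fewer genes had a count above 0 in S1 (17140) and S3 (16989) than in the other libraries (17756 to 19271). Whether the lower number of detected genes sets S1 apart was not tested. Marker lists of other cell types moved apart in S1, with medians relative to the other libraries of -0.676 for smooth muscle cells and pericytes and 0.305 for fibroblasts. Leukocytes were at 0.130 and endothelial cells at 0.109. The higher lists lay within the range of the other libraries. A lower smooth muscle list cannot exclude nuclei of the other cell types, so this explanation stays open. The median of the list of atrial cardiomyocytes, relative to the mean of the 9 libraries, was 0.98 in S1 and at most 0.545 in the others. The ribosomal cluster gene Gm42418 took 5.88% of the counts in S1 and 5.44% in S3, and S3 scored -4.37 on the first component of the variance stabilized values, on the other side of S1 but not beyond the other libraries, so that this explanation stays open. A stronger cardiac stress in this mouse may also be the cause and stays untested, since the heart weight of each library is not given.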
